# Biochemical and transcriptomic analyses reveal different metabolite biosynthesis profiles among three color and developmental stages in ‘Anji Baicha’ (*Camellia sinensis*)

**DOI:** 10.1186/s12870-016-0885-2

**Published:** 2016-09-08

**Authors:** Chun-Fang Li, Yan-Xia Xu, Jian-Qiang Ma, Ji-Qiang Jin, Dan-Juan Huang, Ming-Zhe Yao, Chun-Lei Ma, Liang Chen

**Keywords:** Albino, *Camellia sinensis*, Carotenoids, Chlorophylls, RNA-seq, Theanine, Tea plant

## Abstract

**Background:**

The new shoots of the albino tea cultivar ‘Anji Baicha’ are yellow or white at low temperatures and turn green as the environmental temperatures increase during the early spring. ‘Anji Baicha’ metabolite profiles exhibit considerable variability over three color and developmental stages, especially regarding the carotenoid, chlorophyll, and theanine concentrations. Previous studies focused on physiological characteristics, gene expression differences, and variations in metabolite abundances in albino tea plant leaves at specific growth stages. However, the molecular mechanisms regulating metabolite biosynthesis in various color and developmental stages in albino tea leaves have not been fully characterized.

**Results:**

We used RNA-sequencing to analyze ‘Anji Baicha’ leaves at the yellow-green, albescent, and re-greening stages. The leaf transcriptomes differed considerably among the three stages. Functional classifications based on Gene Ontology enrichment and Kyoto Encyclopedia of Genes and Genomes enrichment analyses revealed that differentially expressed unigenes were mainly related to metabolic pathways, biosynthesis of secondary metabolites, phenylpropanoid biosynthesis, and carbon fixation in photosynthetic organisms. Chemical analyses revealed higher β-carotene and theanine levels, but lower chlorophyll *a* levels, in the albescent stage than in the green stage. Furthermore, unigenes involved in carotenoid, chlorophyll, and theanine biosyntheses were identified, and the expression patterns of the differentially expressed unigenes in these biosynthesis pathways were characterized. Through co-expression analyses, we identified the key genes in these pathways. These genes may be responsible for the metabolite biosynthesis differences among the different leaf color and developmental stages of ‘Anji Baicha’ tea plants.

**Conclusions:**

Our study presents the results of transcriptomic and biochemical analyses of ‘Anji Baicha’ tea plants at various stages. The distinct transcriptome profiles for each color and developmental stage enabled us to identify changes to biosynthesis pathways and revealed the contributions of such variations to the albino phenotype of tea plants. Furthermore, comparisons of the transcriptomes and related metabolites helped clarify the molecular regulatory mechanisms underlying the secondary metabolic pathways in different stages.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0885-2) contains supplementary material, which is available to authorized users.

## Background

The tea plant [*Camellia sinensis* (L.) O. Kuntze] is cultivated worldwide for the production of nonalcoholic beverages. Most tea plants have normal, green leaves. Tea plant breeders have developed several cultivars with distinct shoot colors (e.g., yellow, white, and purple), which have become valuable materials for the production of unique green teas with specific colors and flavors. In Anji County of southwestern China, as well as in nearby regions, several cultivars (e.g., ‘Anji Baicha’) that produce white leaves are cultivated. ‘Anji Baicha’ is a green-revertible albino tea cultivar that produces yellow or white shoots at low temperatures. An increase in temperature turns the shoots green [1]. Inhibiting chloroplast development and chlorophyll accumulation leads to the yellow or white shoots observed during the albescent stages. With increasing temperatures, the chloroplast structure recovers and chlorophyll contents increase, causing the leaves to become green [1–4]. Investigations of another yellow-leaf tea cultivar, ‘Zhonghuang 2’, revealed that the chloroplast ultrastructure is disrupted, with poorly stacked grana and lower chlorophyll *a* and *b* contents than in the green tea cultivar ‘Longjing 43’ [5].

Several methods have been applied to investigate the mechanism mediating the albino phenotype in ‘Anji Baicha’ plants. Using microarrays, differentially expressed genes (DEGs) were detected in various albescent stages. Most of these genes are related to chlorophyll and protein biosynthesis [6]. Analyses focused on amplified fragment length polymorphisms have helped identify DEGs during periodic albinism, including transcription factor genes as well as genes related to ubiquitination, chloroplast biogenesis, signal transduction, stress responses, cell cycles, and carbohydrate and energy metabolism [7]. A proteome-level analysis of young leaves at three developmental stages revealed that differentially expressed proteins are mainly involved in activities related to photosynthesis, protein processing, and the metabolism of carbon, nitrogen, and sulfur [3].

Changes to leaf color in ‘Anji Baicha’ new shoots during the early spring are accompanied by alterations in metabolite profiles. The metabolites whose production differs between stages are primarily related to carbon fixation in photosynthetic organisms and phenylpropanoid and flavonoid biosyntheses. The carbohydrate and amino acid metabolic pathways are the main disturbed pathways during the albescent stages than during the green stage [8]. Additionally, the abundance of metabolites related to the health effects and sensory qualities of tea varies between developmental stages. During the albescent stage, ‘Anji Baicha’ leaves contain high concentrations of free amino acids, especially theanine [9], which is a unique free amino acid that accounts for approximately 50 % of the total free amino acid content in tea. It gives tea a unique taste known as “umami” [10]. Very little is currently known about the molecular mechanisms regulating theanine biosynthesis during the albescent stage of ‘Anji Baicha’ tea plants.

The low chlorophyll contents of albescent stage ‘Anji Baicha’ leaves are responsible for the production of unique leaf colors. However, the molecular mechanisms responsible for metabolizing chlorophyll in ‘Anji Baicha’ leaves during the albescent stage have not been fully characterized. In higher plants, carotenoids perform key functions related to light harvesting and protection against the effects of excessive light [11]. Tea cultivars with high carotenoid levels produce flavorful teas. During the production of tea, carotenoids are degraded to many flavored volatile compounds that are closely related to tea quality [12]. Previous studies concluded that the total carotenoid content is lower in ‘Anji Baicha’ plants during the albescent stage and in chlorina tea plants than in normal green tea cultivars [5, 9]. However, the molecular mechanisms influencing carotenoid biosynthesis throughout the color and developmental stages of ‘Anji Baicha’ tea plants have not been clarified. To resolve these issues, we collected leaf samples from the yellow-green, albescent, and re-greening stages. First, we characterized the global gene expression patterns for each color and developmental stage via RNA-sequencing (RNA-seq). Based on these results, we assembled a complete gene set, including the genes expressed in different stages. Second, we identified large sets of unigenes differentially expressed between stages. Furthermore, the concentrations of carotenoids, chlorophylls, and theanine in the different stages were analyzed, and the expression patterns of key genes encoding enzymes involved in the metabolism of these compounds were characterized. Finally, analyses of the correlation among expression of unigenes and metabolites concentrations were used to identify the key genes regulating the differential biosynthesis of the metabolites associated with carotenoid, chlorophyll, and theanine biosynthetic pathways.

Our results revealed the dynamic regulation of metabolite biosynthesis in ‘Anji Baicha’ leaves during the various color and developmental stages. We have clarified the regulation of gene expression in ‘Anji Baicha’ leaves during different color and developmental stages, which may be relevant for tea breeding and germplasm improvement.

## Results and discussion

### Color changes and development of ‘Anji Baicha’ leaves in the early spring

In early spring, the color of ‘Anji Baicha’ new shoots is affected by environmental temperatures. At temperatures below 20 °C, new shoots are yellow-green or white. With increasing temperatures, new shoots gradually turn green. The albino phenotype is closely related to chlorophyll synthesis, which is inhibited at low temperatures and restored when the temperature increases [2]. The development of new shoots was divided into three stages based on differences in leaf color (Fig. 1a). The initial germination period, in which plants consisted of one yellow-green leaf and one bud, was defined as the yellow-green (YG) stage. During this stage, leaves were light green with a yellow edge. As the first leaf developed, it became off-white and only the leaf vein remained green. This period was defined as the albescent (W) stage. When temperatures increased above 22 °C, leaves grew larger and gradually turned green, similar to the leaves of other tea cultivars. This stage was defined as the re-greening (G) stage.

**Fig. 1:**
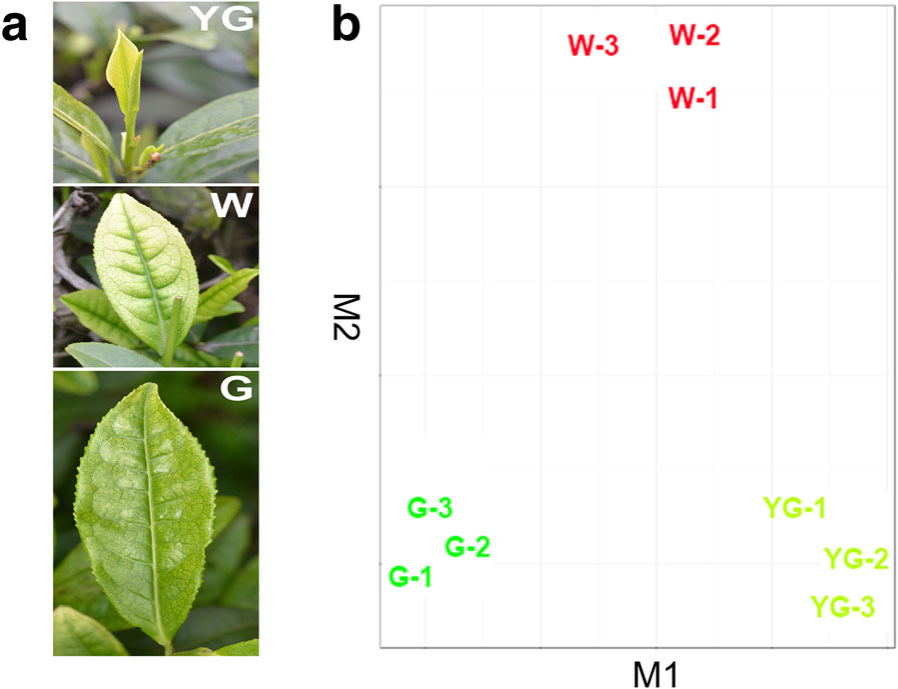
‘Anji Baicha’ tea leaves and transcriptome profiles in different stages. **a** YG, yellow-green leaf; W, white leaf; G, re-greening leaf. Details for each tissue are described in the Methods section under “Plant materials”. **b** CummeRbund was used to analyze the leaf transcript level data from the three analyzed stages (three biological replicates). The RNA-sequencing samples clustered into three groups of three replicate samples according to these stages. These results indicated that the three biological replicates produced consistent gene expression data at each stage, and that the expression levels of unigenes in leaves differed among stages

### RNA-sequencing, unigene assembly, and annotation of the ‘Anji Baicha’ transcriptome

To analyze the leaf transcriptomes at the YG, W, and G stages, nine cDNA libraries (i.e., each stage in triplicate) were created and sequenced using the Illumina HiSeq 2000 platform. 

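Leaves of 4-year-old plants were collected at the YG stage, 14 days later at the W stage and 38 days after the first collection at the G stage, with 3 libraries per stage. By the paper's methods, the leaves of each stage came from a different position on the shoot, and the G leaves grew in warmer weather. Differences between stages therefore cannot be separated from leaf position, collection date or temperature. By the paper's Table 1, the YG libraries had between 32069150 and 48556376 raw reads, the W libraries between 31243978 and 37897020, and the G libraries between 29516642 and 38222704, which sum to 123148178, 106371290 and 99703210 reads per stage. The authors assembled the filtered reads into unigenes with Trinity (release 20130225) and used Cufflinks version 1.0.3 to express the abundance of each unigene as FPKM, which divides the fragments of a unigene by its length and by the number of mapped fragments. The values they deposited hold 1 FPKM value per unigene and stage, so the 3 libraries of a stage were already combined, and the paper's text does not name how. The differences between stages given here therefore have no replicate check, and no p-value was computed. The number of fragments behind each FPKM value is unknown, so no interval could be given for single values. The FPKM values summed to 382235 in YG, 349550 in W and 370564 in G, and the 10 unigenes with the highest values held 17.2%, 9.62% and 8.66% of these sums. Changes between stages were computed as differences of log2(FPKM + 1), the later stage minus the earlier one, a scale that understates the change of unigenes with low FPKM. Counts of changed unigenes used the 78868 unigenes with an FPKM of at least 1 in at least 1 stage.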

The total number of raw reads for the nine samples was 29–48 million (Table 1). Additionally, only one sample contained fewer than 30 million reads. In total, 329 million short reads were generated for the three different stages, and 328 million high-quality 100-bp reads were selected for further analysis.

**Table 1:** Overview of the sequencing and assembly of the ‘Anji Baicha’ transcriptome

	No. of reads	No. of bases (bp)
Yellow-Green-1	42,522,652	6,314,426,906
Yellow-Green −2	48,556,376	7,183,288,820
Yellow-Green −3	32,069,150	4,767,162,763
White-1	31,243,978	4,652,691,537
White-2	37,897,020	5,632,403,468
White-3	37,230,292	5,571,332,617
Green-1	38,222,704	5,693,731,119
Green-2	29,516,642	4,409,674,597
Green-3	31,963,864	4,665,175,947
Total raw data	329,222,678	48,889,887,774
Total high-quality data	328,386,010	48,553,465,996
Average high-quality read length (bp)	147.9	
Average unigene length (bp)	987.2	
Range of unigene length (bp)	201–28,934	
Unigenes ≥200 bp	179,951	177,648,352
N50 (bp)	1,648	

Based on the high-quality reads, the unigenes were assembled using Trinity. 

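Each of the 3 stages had a value for the same 179951 unigenes. Of these, 117990 had an FPKM above 0 in all 3 stages, and 10603 were listed at 0 in every stage. Most unigenes were weakly expressed, with a median FPKM of 0.495 in YG, 0.525 in W and 0.446 in G. The highest FPKM in each stage belonged to unigene97332, with 18394 in YG, 8214 in W and 9804 in G.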

Ultimately, we obtained 179,951 unigenes, with average and total lengths of 987 bp and 177.7 Mb, respectively (Table 1). The unigenes were annotated based on sequence similarities to genes in public databases, including the National Center for Biotechnology Information non-redundant (NCBI-nr) protein database [13], The Arabidopsis Information Resource (TAIR) [14], Kyoto Encyclopedia of Genes and Genomes (KEGG) database [15], and the Gene Ontology (GO) database [16]. We determined that 104,191 (57.90 %), 131,724 (73.20 %), 76,749 (42.60 %), and 67,049 (37.30 %) unigenes matched sequences in the NCBI-nr, TAIR, GO, and KEGG databases, respectively (Table 2).

**Table 2:** Summary of the annotated unigenes

Database	Total unigenes	Annotated unigenes	Percent (%)
NR	179,951	104,191	57.90 %
TAIR	179,951	131,724	73.20 %
GO	179,951	76,749	42.60 %
KEGG	179,951	67,049	37.30 %

### Identification and functional classification of genes differentially expressed among the yellow-green, albescent, and re-greening stages

Three independent biological replicates were analyzed for each stage to evaluate the reproducibility of our results. By comparing the read numbers per unigene in each sample, biological replicates of the nine samples were validated using scatter plots generated with CummeRbund [17]. The plots revealed that the nine RNA-seq samples clustered into three groups of three replicate samples according to their specific stage (Fig. 1b). This result suggests that the three biological replicates generated consistent gene expression results for each stage. 

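Across the 78868 unigenes with an FPKM of at least 1 in at least 1 stage, Pearson's correlation of log2(FPKM + 1) was 0.740 between W and YG, 0.731 between G and W, and 0.621 between G and YG. Spearman's correlation over the same unigenes was 0.544, 0.526 and 0.417 in the same order. These are correlations across unigenes, which are not independent replicates. The median size of the log2 change was 0.40 from YG to W, 0.43 from W to G and 0.57 from YG to G.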

Our data also indicated that the unigene expression levels in leaves differed among stages.

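An FPKM above 0 was listed for 142798 unigenes in YG, 150130 in W and 140914 in G. A minimum FPKM of 1 left 51752 unigenes in YG, 53184 in W and 50544 in G, the alternative that lowered these counts most. A value above 0 in only 1 stage was found for 6676 unigenes in YG, 9424 in W and 6744 in G, and 2726, 3399 and 2659 of these had an FPKM of at least 1. Unigenes of this kind were concentrated by unigene number. Between numbers 130001 and 145000, 30.8% of the unigenes had a value only in G. The share with a value only in W was 38.0% between 147501 and 165000, and the share with a value only in YG was 34.0% between 167501 and 179951. Outside these ranges the shares were 1.31%, 1.74% and 1.54%. These include mixed groups at the edges of the ranges, so they overstate the shares away from them. Between 145001 and 147500, 17.2% of the unigenes had a value only in W and 11.7% only in G. Between 165001 and 167500, 17.9% had one only in YG.

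**Figure D1:**
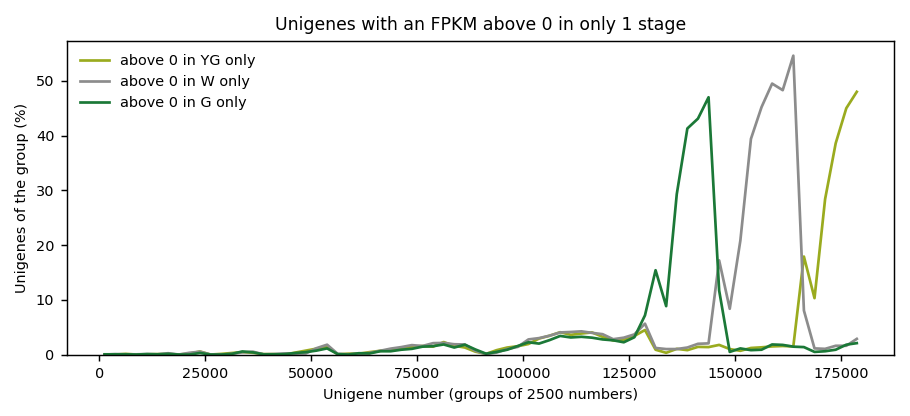
Share of unigenes, in percent, with an FPKM above 0 in only the YG, only the W or only the G stage, in consecutive groups of 2500 unigene numbers. The share for each stage stays low over most numbers and rises in a separate range near the end of the numbering, for G first, then W, then YG.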

We detected the expression of up to 142,798 unigenes in the YG stage, 150,130 unigenes in the W stage, and 140,914 unigenes in the G stage. The unigene expression levels were measured in terms of fragments per kilobase of exon per million mapped reads (FPKM). Putative DEGs were identified considering a false discovery rate (FDR) of less than 0.05. For the pairwise comparisons among the three stages, we detected 15,320 (YG vs G), 9,476 (W vs G), and 8,790 (YG vs W) DEGs (Table 3). 

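A difference of at least 2-fold on the log2(FPKM + 1) scale was found for 23100 unigenes between G and YG, 17399 between G and W, and 16152 between W and YG. From YG to G, 11902 of them were higher and 11198 lower. From W to G, 8083 were higher and 9316 lower, and from YG to W, 8969 were higher and 7183 lower. These counts rest on 1 value per stage and are not counts of significant changes. Many of these unigenes were listed at 0 in 1 of the 2 stages compared, with 5642 of the higher and 6199 of the lower ones from YG to G. From W to G these were 4111 of the higher and 6367 of the lower ones, and without them more unigenes were higher than lower. From YG to W they were 6056 of the higher and 4314 of the lower ones, and the rest were split nearly evenly. The pseudocount moved the counts most among the alternatives set before the data were examined, and with 0.1 in place of 1 they rose to 37728 between G and YG, 30939 between G and W, and 28557 between W and YG.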

The greater abundance of DEGs for the comparison between the YG and G stages than for the other comparisons indicated that the transcriptome profiles of these two stages were much more distinct than those of the other stages (Table 3).

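The order of the comparisons was kept in the unigenes with higher expression. Among the 7076 unigenes with an FPKM of at least 10 in at least 1 stage, a minimum chosen after the values were seen, 3185 differed at least 2-fold between G and YG, 1749 between G and W, and 1609 between W and YG. Under upper-quartile scaling the counts over all 78868 unigenes were 22867, 17187 and 16315 in the same order. From the larger number of DEGs between YG and G, the paper concludes that the transcriptomes of these 2 stages were the most distinct.

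**Figure D2:**
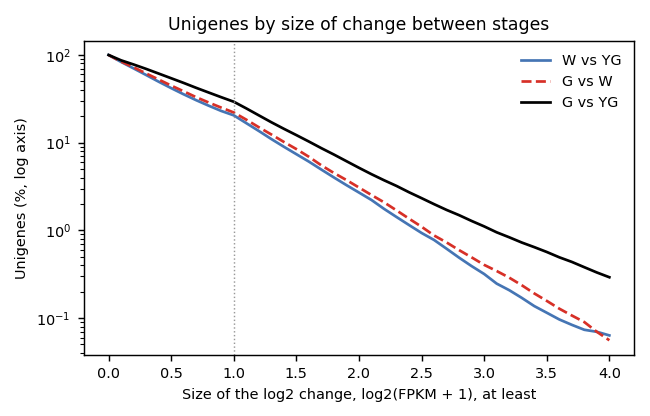
Percentage of the 78868 unigenes (log axis) whose log2 change between 2 stages was at least the size on the x axis, on the log2(FPKM + 1) scale, for W vs YG, G vs W and G vs YG, with a dotted line at a 2-fold change. The curve for G vs YG lies above the others from small to large changes.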

**Table 3:** Number of differentially expressed genes identified by comparing the gene expression levels between two stages

Sample	No. of DEGs	No. of up-regulated unigenes	No. of down-regulated unigenes
W vs YG	8,790	4,123	4,667
G vs W	9,476	6,141	3,335
YG vs G	15,320	6,784	8,536

Based on GO analysis, 10,445 (5.8 %) and 1,589 (0.9 %) unigenes were involved in metabolic processes (GO:0008152) and pigmentation (GO:0043473), respectively (Fig. 2). An enrichment analysis of the DEGs revealed the significantly up- or down-regulated GO terms between each pair of stages (Additional files 1 and 2). For the W vs YG comparison, the expression levels of 4,123 unigenes were significantly up-regulated, while the expression levels of 4,667 unigenes were significantly down-regulated (Table 3). 

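Of the unigenes at least 2-fold apart from YG to W, 55.5% were higher in W. Quantile normalization of the stages gave 51.6% and upper-quartile scaling 54.9%. The largest rises were those of unigene21, listed at 0 in YG and at an FPKM of 4589 in W, and unigene93466, listed at 0 in YG and at 219 in W. Both rest on a value of 0 in YG, which can be a failed estimate, so they may not be rises in expression. The largest falls were those of unigene68381, from an FPKM of 143 to 0.302, and unigene28576, from 84.9 to 0.0965. The files do not pair these unigenes with gene names.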

The up-regulated DEGs were enriched in GO terms such as glycine dehydrogenase (decarboxylating) activity, oxidoreductase activity, photosystem I, terpenoid biosynthetic process, and photosystem I reaction center. In contrast, the down-regulated DEGs were enriched in the GO terms argininosuccinate synthase activity, transcription coactivator activity, arginine biosynthetic process, purine ribonucleoside monophosphate biosynthetic process, ribonucleoside diphosphate reductase activity, and glutamate synthase activity. 

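From W to G, 46.5% of the unigenes at least 2-fold apart were higher in G. This share depended on the expression minimum, and among unigenes with an FPKM of at least 5 in at least 1 stage, a minimum chosen after the values were seen, 2168 were higher and 1641 lower in G. The largest rises belonged to unigene18222, from an FPKM of 1.04 in W to 136 in G, and unigene10787, from 19.9 to 1022. The largest falls belonged to unigene20309, from 174 to 1.17, and unigene65933, from 72.2 to 0.469.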

For the G vs W comparison, 6,141 and 3,335 unigenes were up- and down-regulated, respectively. The up-regulated DEGs were enriched in GO terms such as terpenoid biosynthetic process, vitamin B6 biosynthetic process, glycine dehydrogenase (decarboxylating) activity, vitamin B6 metabolic process, pyridoxal phosphate biosynthetic process, oxidoreductase activity, and glycolipid biosynthetic process. The down-regulated DEGs were enriched in GO terms including beta-fructofuranosidase activity, sucrose alpha-glucosidase activity, GTP catabolic process, diacylglycerol *O*-acyltransferase activity, acylglycerol *O*-acyltransferase activity, protein polymerization, glycerolipid biosynthetic process, GTP metabolic process, and aminomethyltransferase activity. 

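Between YG and G, 51.5% of the unigenes at least 2-fold apart were higher in G, with 48.4% under upper-quartile scaling and 50.2% under quantile normalization. The share was 58.5% among unigenes with an FPKM of at least 5 in at least 1 stage. The largest rises from YG to G were those of unigene21, listed at 0 in YG and at an FPKM of 3728 in G, and unigene27033, from 0.494 to 2263 with 93.6 in W. Unigene65933 fell from 1105 to 0.469, and unigene68381 from 143 to a value listed at 0. The values of 0 listed for unigene21 and unigene68381 can be failed estimates.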

For the YG vs G comparison, 6,784 and 8,536 unigenes were up- and down-regulated, respectively. The up-regulated DEGs were enriched in GO terms such as oxidoreductase activity, cellular amide metabolic process, glutathione biosynthetic process, GTP cyclohydrolase II activity, terpenoid biosynthetic process, putrescine biosynthetic process, and sulfate adenylyltransferase activity. The down-regulated DEGs were enriched in GO terms including methionine biosynthetic process, outer membrane, DNA replication, oxidoreductase activity, ribonucleoside-diphosphate reductase activity, and GTP catabolic process.

**Fig. 2:**
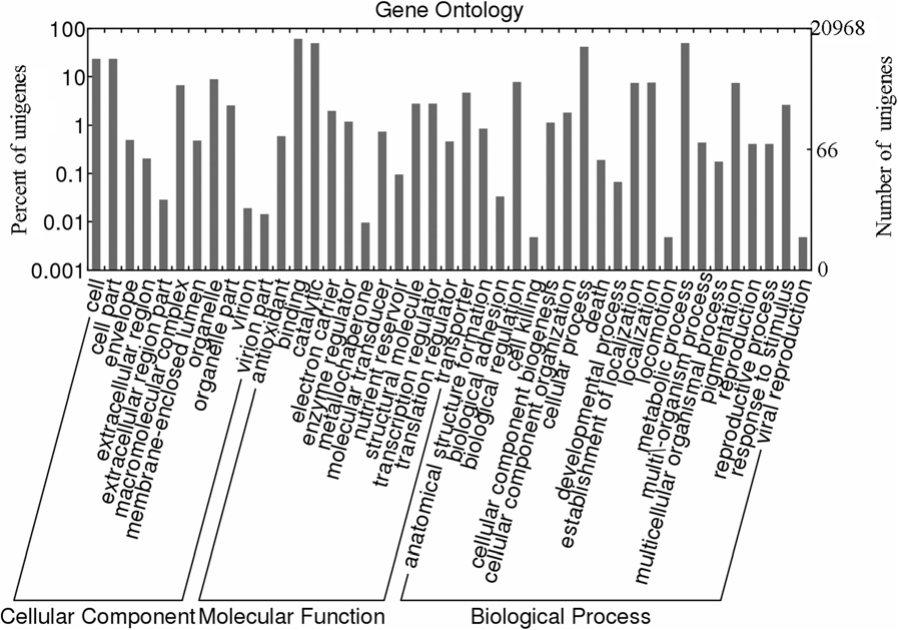
Gene Ontology (GO) classification of unigenes. All unigenes were classified using the biological process, cellular component, and molecular function categories. The y-axis indicates the number and percentage of unigenes assigned to a given GO annotation term

Terpenoids form a large and diverse class of naturally occurring organic chemicals that are extensively used because of their aromatic qualities. In tea plants, terpenoids serve as the main precursors for the aromatic chemicals in tea, and influence pest resistance. The DEGs related to terpenoid biosynthesis were up-regulated from the YG stage to the W stage and then to the G stage. The concentrations of terpenoids, including total carotenoids, β-carotene, and lutein, were lower in the albino tea cultivars than in the normal green tea cultivars [5, 9]. These findings suggest that the terpenoid biosynthetic process was more active in green tea plant leaves.

The DEGs between each pair of stages were enriched in genes related to distinct KEGG pathways (Fig. 3). The top 15 KEGG pathways corresponding to the most abundant DEGs are presented in Fig. 3a. With the color and developmental changes in leaves from the YG stage to the W stage and then to the G stage, the KEGG pathways that were enriched in DEGs remained essentially unchanged. The shared KEGG pathways for the YG vs W, W vs G, and YG vs G comparisons included metabolic pathways, biosynthesis of secondary metabolites, starch and sucrose metabolism, phenylpropanoid biosynthesis, purine metabolism, carbon fixation in photosynthetic organisms, and glycolysis or gluconeogenesis. The most abundant up- (Fig. 3b) or down-regulated (Fig. 3c) DEGs between two consecutive stages were assigned to 15 individual KEGG pathways. The common up-regulated KEGG pathways for the W vs YG and G vs W comparisons were related to photosynthesis, carotenoid biosynthesis, nitrogen metabolism, pentose phosphate pathway, and sulfur metabolism. The common down-regulated KEGG pathways for the W vs YG and G vs W comparisons were associated with ribosomes, gap junctions, and anthocyanin biosynthesis.

**Fig. 3:**
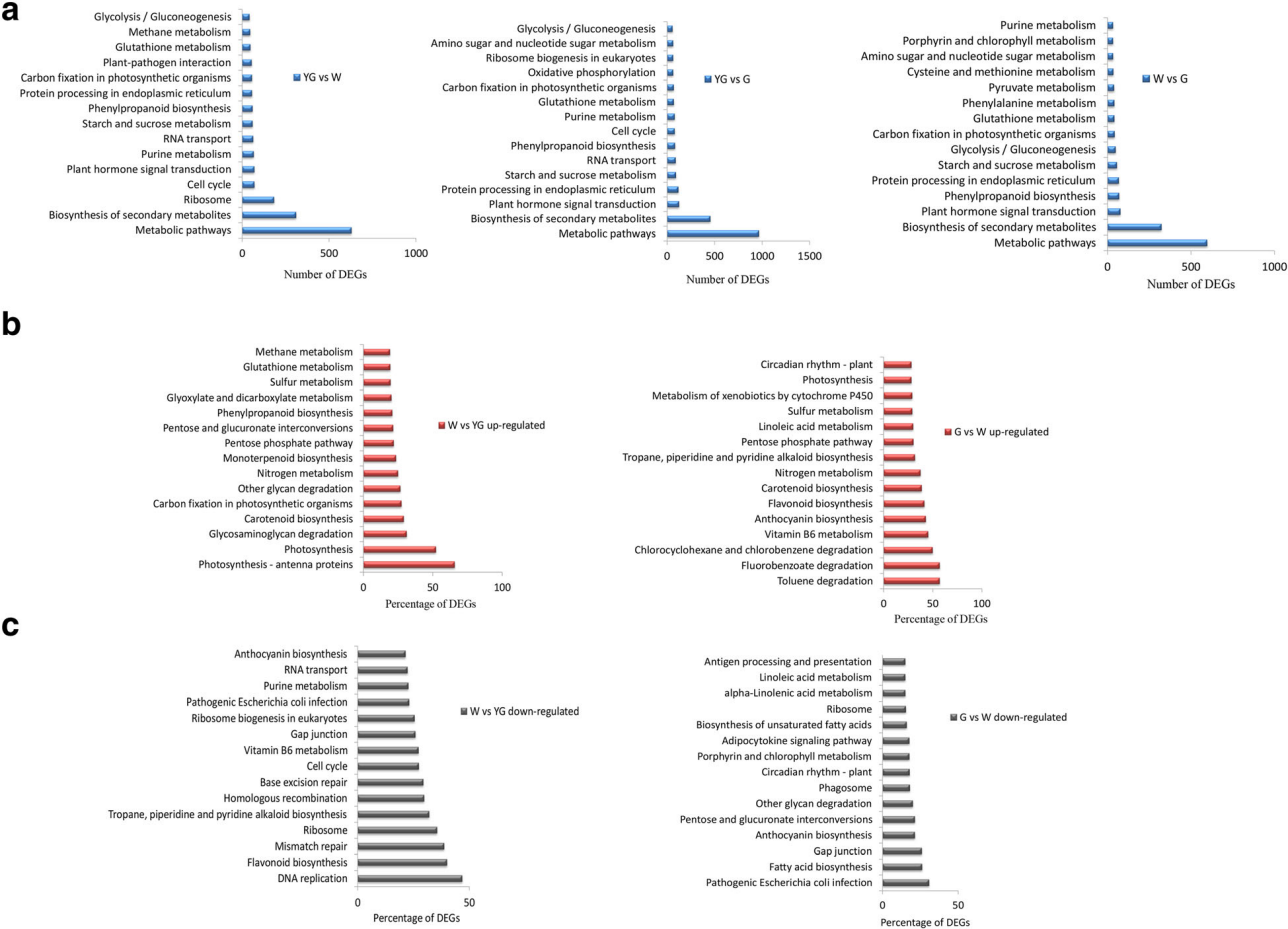
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of differentially expressed unigenes. **a** Top 15 KEGG pathways containing the most differentially expressed unigenes. **b** Top 15 KEGG pathways containing the greatest percentage of up-regulated unigenes from the yellow-green (YG) stage to the albescent (W) stage, and from the W stage to the re-greening (G) stage. **c** Top 15 KEGG pathways containing the greatest percentage of down-regulated unigenes from the YG stage to the W stage, and from the W stage to the G stage. The percentages were calculated relative to the total number of unigenes for a given KEGG pathway

In photosynthetic organisms, leaves are the site of photosynthesis or carbon fixation, which make them specialized tissues for light-energy absorption, CO_2_ uptake and assimilation, and reduction reactions to form carbohydrates such as glucose. The expression levels of unigenes involved in carbon fixation in photosynthetic organisms exhibited distinct patterns during the leaf color and developmental changes occurring from the YG stage to the W stage and then to the G stage (Fig. 3a). These expression patterns may be responsible for the differences between stages regarding the abundance of metabolites related to carbon fixation [8]. The enhanced expression of DEGs related to photosynthesis may lead to increased carbohydrate synthesis and storage of absorbed energy in the form of starch or sucrose, thereby providing an energy source for tea plant survival and development [18]. The DEGs during the W stage in ‘Anji Baicha’ tea plants were also related to energy metabolism [3, 6, 7].

The secondary metabolites in tea plants contribute to the rich, clean flavors and nutrient contents of tea [19, 20]. These secondary metabolites also have beneficial health effects for humans. Our data indicated that the identified DEGs were related to the biosynthesis of secondary metabolites, which is consistent with the results of a microarray analysis [6]. These observations suggest that the biosynthesis of secondary metabolites is differentially regulated throughout the color and developmental stages in leaves. The DEGs involved in carotenoid biosynthesis were significantly up-regulated from the YG stage to the W stage and then to the G stage (Fig. 3b). 

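Of the 22 carotenoid biosynthesis unigenes listed in Table 4, 18 had their lowest FPKM in the YG stage and 17 their highest in the G stage, or 16 under upper-quartile scaling. The 21 of them with an FPKM of at least 1 in at least 1 stage included 19 that were higher in W than in YG and 17 that were higher in G than in W. Their median log2 change was 0.43 from YG to W and 0.22 from W to G, and few changes were large, with 6 of the 21 at least 2-fold higher in G than in YG and none at least 2-fold lower. The paper chose these unigenes as DEGs on the same libraries. From this rise the paper proposes that the DEGs affect the differences in total carotenoid contents between stages.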

The total carotenoid contents of albino cultivars are lower than those of normal green tea cultivars [5, 9]. The DEGs associated with carotenoid biosynthesis might affect the differences in the total carotenoid contents between stages.

Flavonoids are a group of plant polyphenolic secondary metabolites, which includes flavones, flavonols, isoflavones, flavanones, flavanols, and anthocyanidins. The flavan-3-ols, or catechins, are the most prominent flavonoid compounds in tea leaves [21, 22]. These compounds contribute to many features that make tea an important part of the human diet. From the YG stage to the W stage, the DEGs involved in flavonoid biosynthesis were mainly down-regulated (Fig. 3c). In contrast, from the W stage to the G stage, these DEGs were mainly up-regulated (Fig. 3b). While in the pale white shoot of ‘Anji Baicha’, the DEGs involved in flavonoid biosynthesis were down-regulated [6]. This result was contrary to our study which might be because the different tissues used in the two studies. A previous study revealed that the expression of genes encoding the key flavonoid biosynthesis enzymes decreased during the albescent stage, and that the abundance of most catechins was lower in the albescent stage than in the green stage [23]. The dynamic alterations in the expression of the flavonoid biosynthesis-related DEGs may contribute to the differences in catechin abundance among various color and developmental stages.

### Carotenoid biosynthesis

Carotenoids play vital roles during photosynthesis [24] and serve as precursors to abscisic acid [25, 26]. In tea plants, carotenoids are present as yellow pigments in fresh leaves and degrade into flavored terpenoids during the production of black tea [27]. Gas chromatography coupled to time-of-flight mass spectrometry (GC-TOF-MS) analyses were conducted to determine the concentrations of β-carotene, lycopene, and lutein at different stages. Compared with the levels during the G stage, significantly higher β-carotene concentrations were observed in the W stage, while a significantly lower lutein concentration was detected in the YG stage (Fig. 4a). The β-carotene, lycopene, and lutein concentration trends differed considerably between the YG and G stages. The β-carotene concentration increased from the YG stage to the W stage, and then decreased from the W stage to the G stage. However, the lycopene and lutein concentrations increased from the YG stage to the G stage (Fig. 4a). Changes in carotenoid abundance are related to altered expression of carotenoid biosynthesis genes [28, 29]. 

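The list of carotenoid biosynthesis unigenes in Additional file 3 names 49 unigenes, 37 of which had an FPKM of at least 1 in at least 1 stage. The median log2 change of the 37 was 0.21 from YG to W (95% bootstrap interval over the unigenes 0.04 to 0.41) and 0.20 from W to G (0.08 to 0.32). From YG to G it was 0.40 (0.25 to 0.64). As a description of these libraries, the 3 medians lay at percentiles 95.8, 95.8 and 99 of 10000 random lists of unigenes of the same size matched on mean expression. The median from YG to G was 0.65 for the unigenes of the heat map alone and 0.68 with a minimum FPKM of 5, which was chosen after the values were seen.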

In our database, 51 unigenes were annotated as key genes encoding enzymes related to carotenoid biosynthesis (Fig. 4b and Additional file 3). The expression profiles of all DEGs implicated in carotenoid biosynthesis were hierarchically clustered and plotted in a heat map (Fig. 4c).

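The largest log2 change among the 22 unigenes of the heat map, between YG and G, was that of the zeaxanthin epoxidase unigene36818. The only unigene of the map with its highest FPKM in YG was the GGPS unigene41970, and 4 unigenes had their highest FPKM in W. Upper-quartile scaling moved the highest value of the DXS unigene16957 from W to YG and that of the DXR unigene90269 from G to W.

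**Figure D3:**
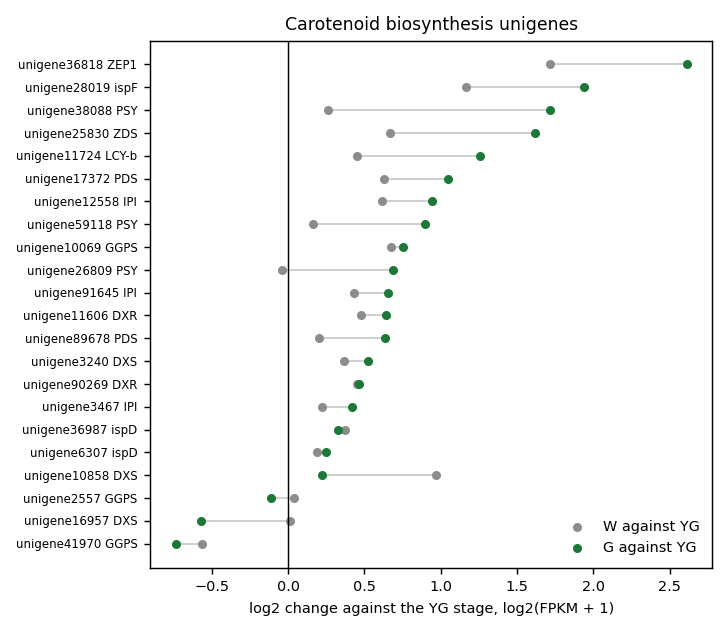
Change of each of the 22 carotenoid biosynthesis unigenes of Table 4 against the YG stage, as a difference of log2(FPKM + 1), for the W stage (grey) and the G stage (green), with 1 value per stage and no replicate error. Most points lie to the right of 0, and most green points lie to the right of the grey ones.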

**Fig. 4:**
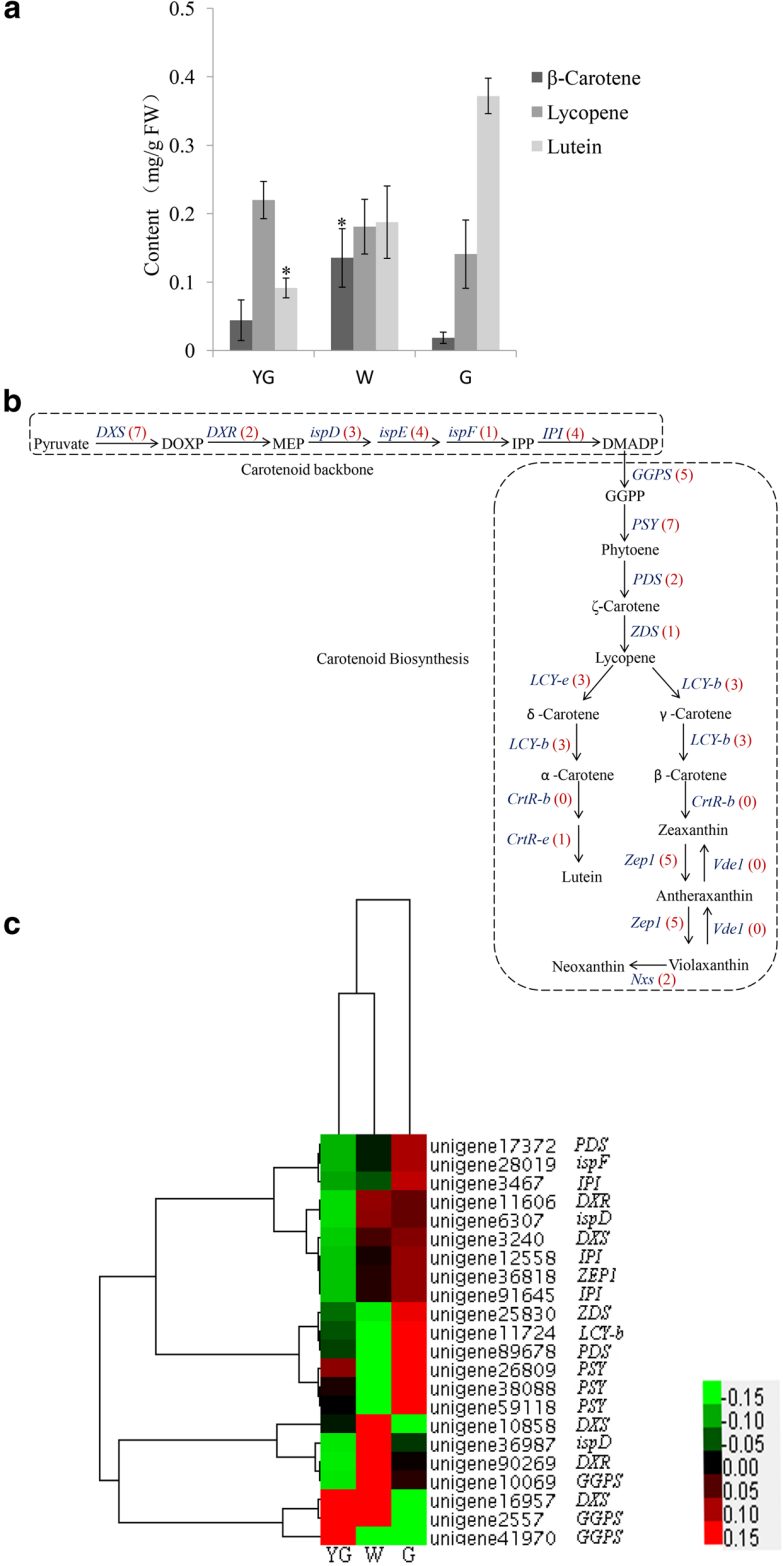
Carotenoid concentrations and carotenoid biosynthesis unigenes at different stages. **a** The concentrations of β-carotene, lycopene, and lutein were determined at different stages. The asterisk indicates a significant difference between the YG or W stages and the G stage (*P* < 0.05; Student’s t-test). **b** Carotenoid biosynthesis pathway. The bracketed numbers in red following each gene name indicate the number of corresponding unigenes identified in our database. **c** All differentially expressed genes involved in carotenoid biosynthesis were hierarchically clustered and mapped using the fragments per kilobase of exon per million mapped reads values. Colors indicate the normalized signal intensity as defined in the bar

Isopentenyl diphosphate (IPP) forms the backbone of carotenoids. In the 1-deoxyxylulose 5-phosphate (DOXP) pathway, IPP is produced from pyruvate and glyceraldehyde-3-phosphate, with DOXP synthase (DXS) functioning as the first enzyme in this pathway. In tomato plants, DXS is involved in a regulatory step during carotenoid biosynthesis [30]. In *Arabidopsis thaliana*, a *DXS* mutation results in the inhibition of chloroplast development, a lack of chlorophyll and carotenoids, and an albino phenotype in seedlings [31]. 

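The 7 unigenes listed for DXS had a summed FPKM of 22.9 in YG, 30.1 in W and 25.9 in G. Only 3 of them, unigene16957, unigene10858 and unigene3240, reached an FPKM of 1 in any stage.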

In our database, seven candidate unigenes encoded DXS, and the expression levels of three of these unigenes (unigene 16957, unigene 10858, and unigene 3240) were significantly different among the various color and developmental stages (Fig. 4c). Two unigenes (unigene 16957 and unigene 10858) were significantly up-regulated in the W stage, while one unigene (unigene 3240) was significantly up-regulated in the G stage. 

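The FPKM of unigene16957 was 8.07 in YG, 8.15 in W and 5.09 in G, so that YG and W were nearly equal and the log2 change lay between W and G, at -0.59. Under upper-quartile scaling its highest value moved to YG. The FPKM of unigene10858 was 1.67, 4.22 and 2.11 at the YG, W and G stages, with a log2 change of 0.97 from YG to W. In unigene3240 the FPKM rose from 12.2 in YG to 16.0 in W and 18.0 in G, a log2 change of 0.52 from YG to G, although quantile normalization placed its highest value in W.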

In the next carotenoid biosynthesis step, geranylgeranyl diphosphate synthase (GGPS) catalyzes the addition of three IPP molecules to dimethylallyl diphosphate. Our database contained five unigenes that were homologous to *GGPS*. Two of these unigenes (unigene 41970 and unigene 2557) were significantly up-regulated during the YG stage, while one (unigene 10069) was significantly up-regulated in the W stage.

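The FPKM of unigene41970 fell from 58.7 in YG to 39.3 in W and 34.8 in G, a log2 change of -0.74 from YG to G. Values below 1 were listed for unigene2557 in every stage, with 0.364 in YG, 0.403 in W and 0.262 in G. For unigene10069 the FPKM was 13.7 in YG, 22.5 in W and 23.8 in G, a log2 change of 0.68 from YG to W, and its W and G values differed so little that quantile normalization placed the highest value in W.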

In the carotenoid biosynthesis pathway, phytoene synthase (PSY) catalyzes the synthesis of phytoene from two GGPP molecules [32] (Fig. 4b). Phytoene synthase is a rate-limiting enzyme of carotenoid biosynthesis in marigold flowers [33], canola (*Brassica napus*) seeds [34], and ripening tomato fruits [28, 35]. 

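The PSY unigenes unigene38088, unigene26809 and unigene59118 rose mainly between W and G. The FPKM of unigene38088 was 19.7 in YG, 23.7 in W and 66.7 in G, with a log2 change of 1.45 from W to G. In unigene26809 it was 19.4, 18.8 and 31.7, a change of 0.72 from W to G, and in unigene59118 it was 3.59, 4.13 and 7.53, a change of 0.74. Each of the 3 unigenes kept its highest value in G under upper-quartile scaling and quantile normalization.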

Of the seven candidate *PSY* unigenes identified in our study, the expression levels of three (unigene 59118, unigene 26809, and unigene 38088) were significantly up-regulated in the G stage (Fig. 4c). Lycopene β-cyclase (LCY-b) activity results in the addition of a β-ionone ring at each end of the lycopene molecule to generate β-carotene. Additionally, lycopene ε-cyclase generates an ε-ring to produce δ-carotene. We detected four unigenes homologous to *LCY*-*b* in the tea plant transcriptome, only one of which (unigene 11724) was up-regulated in the G stage (Fig. 4c). 

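The FPKM of unigene11724 was 7.76 in YG, 11.0 in W and 19.9 in G, a log2 change of 1.25 from YG to G. The other unigenes listed for LCY-b in Additional file 3 were unigene10960, with 3.12, 3.75 and 4.16, and unigene133794, with 6.46, 6.63 and 9.76 at the YG, W and G stages. The paper sets the high expression in the G stage against the low β-carotene concentration and proposes post-transcriptional regulation of LCY-b.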

In tomato plants, *LCY*-*b* is actively expressed in green tissues [36, 37]. Although *LCY*-*b* was highly expressed during the G stage, β-carotene concentrations were lowest in this stage (Fig. 4a). This inconsistency between the gene expression level and metabolite concentration might be due to post-transcriptional regulation of *LCY*-*b*, leading to inhibited enzymatic activity.

Zeaxanthin epoxidase (Zep1) catalyzes the conversion of zeaxanthin to violaxanthin via antheraxanthin [38]. We identified five unigene candidates for *Zep1*, only one of which (unigene 36818) was expressed more during the G stage than in the other two stages. 

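The FPKM of unigene36818 was 8.64 in YG, 30.8 in W and 58.0 in G. Its log2 change was 1.72 from YG to W and 2.61 from YG to G. Among the 1000 unigenes nearest to it in mean expression, 94.2% had a smaller change in size from YG to G.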

Violaxanthin deepoxidase (VDE) converts violaxanthin back to zeaxanthin [39]. We did not identify any candidate unigenes for *VDE*, which might not be expressed in the three tea leaf color stages or might be expressed at levels below the limit of detection. There are two types of neoxanthin synthase (NXS) in plants. One is nearly identical to lycopene β-cyclase, which can convert lycopene into β-carotene and violaxanthin into neoxanthin. The other form can only convert violaxanthin to neoxanthin [40]. In our database, the sequences of two unigenes (unigene 40018 and unigene 14302) were highly similar to that of *NXS*, but neither unigene exhibited significantly different expression levels among the three analyzed stages.

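Both NXS unigenes were close to the lower end of the values. The FPKM of unigene40018 was listed at 0 in YG, 0.271 in W and 0.325 in G, and that of unigene14302 was 0.131 in YG, 0.0482 in W and listed at 0 in G. Neither entered the counts of changed unigenes, which required an FPKM of at least 1 in at least 1 stage.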

We calculated the Spearman’s correlation coefficients between the expression levels of DEGs and concentrations of β-carotene, lycopene, and lutein at each stage. The expression levels of many unigenes were significantly correlated with metabolite concentrations (Table 4). We identified one *PSY*-encoding unigene (unigene 26809) whose expression level was significantly correlated with β-carotene concentrations. Additionally, the expression levels of 12 unigenes were significantly correlated with lycopene concentrations. These unigenes encoded DXS, DXR, ispF, IPI, GGPS, PSY, LCY-B, PDS, ZDS, and ZEP. We also detected 12 unigenes whose expression levels were significantly correlated with lutein concentrations, including unigenes that were annotated as *DXS*, *DXR*, *ispD*, *ispF*, *IPI*, *GGPS*, *PSY*, *LCY*-*B*, *PDS*, *ZDS*, and *ZEP*. These unigenes might be responsible for the differences in carotenoid biosynthesis during the various ‘Anji Baicha’ leaf color and developmental stages.

**Table 4:** Correlation coefficients between expression levels of differentially expressed carotenoid biosynthetic pathway unigenes and concentrations of β-carotene, lycopene, and lutein

Unigene	Gene name	β-Carotene	Lycopene	Lutein
unigene3240	*DXS*	0.865	0.016^*^	0.02^*^
unigene10858	*DXS*	0.332	0.406	0.865
unigene16957	*DXS*	0.224	0.516	0.077
unigene11606	*DXR*	0.332	0.002^**^	0.01^**^
unigene90269	*DXR*	0.256	0.587	0.678
unigene36987	*ispD*	0.865	0.244	0.05^*^
unigene6307	*ispD*	0.346	0.769	0.732
unigene28019	*ispF*	0.265	0.002^**^	0.002^**^
unigene3467	*IPI*	0.332	0.004^**^	0.001^**^
unigene12558	*IPI*	0.516	0.013^*^	0.02^*^
unigene91645	*IPI*	0.557	0.967	0.253
unigene10069	*GGPS*	0.865	0.036^*^	0.332
unigene2557	*GGPS*	0.576	0.898	0.46
unigene41970	*GGPS*	1	0.205	0.036^*^
unigene26809	*PSY*	0.05^*^	0.02^*^	0.17
unigene59118	*PSY*	0.576	0.476	0.178
unigene38088	*PSY*	0.244	0^**^	0.002^**^
unigene11724	*LCY*-*B*	0.332	0^**^	0.002^**^
unigene17372	*PDS*	0.332	0.001^**^	0.04^*^
unigene89678	*PDS*	0.637	0.421	0.465
unigene25830	*ZDS*	0.308	0^**^	0.005^**^
unigene36818	*ZEP*	0.332	0^**^	0.002^**^

*Significant difference at *P* ≤ 0.05; **Significant difference at *P* ≤ 0.01

### Chlorophyll biosynthesis

Chlorophylls are essential for photosynthesis, light harvesting, and energy transduction. Additionally, chlorophylls are Mg^2+^-containing tetrapyrrole pigments responsible for turning plants green. The albino phenotype in tea plants is a result of a lack of chlorophylls during shoot development. In the early spring, the development of chloroplasts from etioplasts and the accumulation of chlorophylls *a* and *b* are blocked in the new shoots of ‘Anji Baicha’ tea plants [2]. The chlorophyll *a* and *b* concentrations were determined at each stage. Compared with those of the G stage, the chlorophyll concentrations in the W and YG stages were significantly lower (Fig. 5a). Additionally, the chlorophyll *a* and *b* concentrations decreased from the YG stage to the W stage, and then increased from the W stage to the G stage (Fig. 5a).

**Fig. 5:**
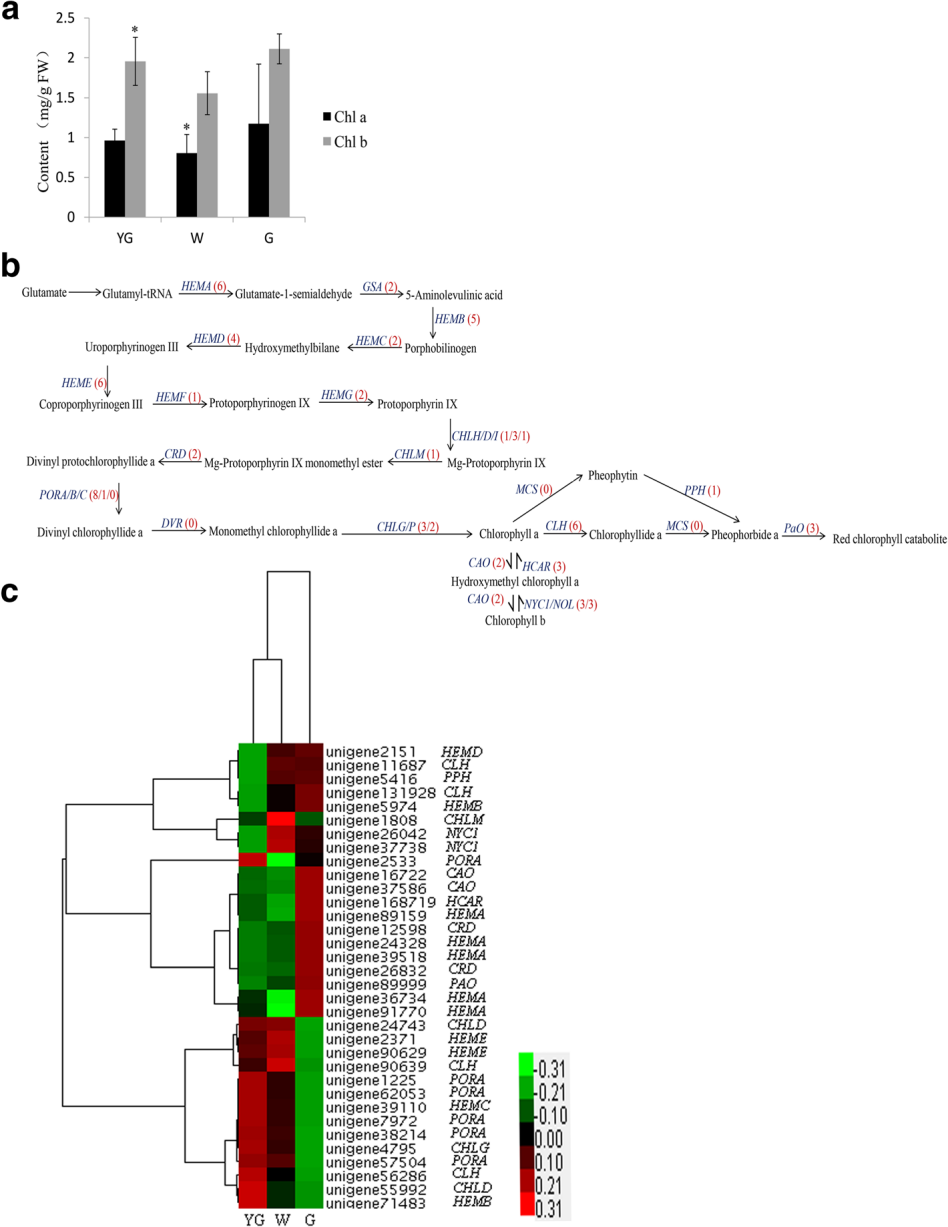
Chlorophyll concentrations and the related unigenes. **a** The chlorophyll *a* and *b* concentrations were determined at different stages. The asterisk indicates a significant difference between the YG or W stages and the G stage (*P* < 0.05; Student’s t-test). **b** Chlorophyll biosynthesis pathway. The bracketed numbers in red following each gene name indicate the number of corresponding unigenes identified in our database. **c** All differentially expressed genes involved in chlorophyll biosynthesis were hierarchically clustered and mapped using the fragments per kilobase of exon per million mapped reads values. Colors indicate the normalized signal intensity as defined in the bar

The chlorophyll metabolic pathway includes the following three phases: biosynthesis of chlorophyll *a*, interconversion between chlorophylls *a* and *b*, and degradation of chlorophyll *a* [41–44]. In our database, 71 unigenes were related to chlorophyll biosynthesis, including the genes for almost all of the key enzymes (Fig. 5b and Additional file 4). 

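Additional file 4 has 71 entries for chlorophyll metabolism, which are 70 different unigenes, and 62 of them had an FPKM of at least 1 in at least 1 stage. Of these 62, 41 were higher and 21 lower in W than in YG, and 33 were higher and 26 lower in G than in YG. The median log2 change was 0.15 from YG to W, -0.19 from W to G and 0.07 from YG to G. The 3 medians lay at percentiles 94.8, 0.44 and 65.6 of 10000 random lists matched on mean expression, in the order of W vs YG, G vs W and G vs YG. The unigenes moved in both directions, with 11 at least 2-fold higher and 10 at least 2-fold lower in G than in YG, and the bootstrap interval of the median from W to G, -0.31 to 0.13, included 0. For the 33 of them in the heat map, which the paper chose as DEGs on the same libraries, the median from YG to G was 0.63, at percentile 99.9. These 33 were nearly evenly split, with 18 higher and 15 lower in G than in YG, and 10 and 8 of these at least 2-fold apart. Their median therefore does not describe a common rise, and no interval was computed for it.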

The expression levels of the DEGs were determined via a hierarchical cluster analysis (Fig. 5c). 

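Of the 34 unigenes listed in Table 5, 11 had their highest FPKM in YG, 7 in W and 16 in G. Under upper-quartile scaling the highest value of the CLH unigene11687 moved from G to W, and the numbers became 11, 8 and 15. The unigene for the H subunit of magnesium chelatase in Additional file 4, CHLH unigene24228, rose from an FPKM of 49.2 in YG to 88.4 in W and 209 in G, a log2 change of 2.06 from YG to G. Most unigenes for protochlorophyllide oxidoreductase A (PORA) fell. The FPKM of unigene62053 was 29.0, 13.2 and 0.822 at the YG, W and G stages, a log2 change of -4.04 from YG to G, and that of unigene7972 was 36.2, 19.2 and 1.87, a change of -3.70. The PORA unigene8789 stayed close to level, with 21.9, 26.1 and 21.7. How the authors divided reads shared by similar unigenes is not described. The summed FPKM of the 8 PORA unigenes was 128 in YG, 85.7 in W and 31.9 in G.

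**Figure D4:**
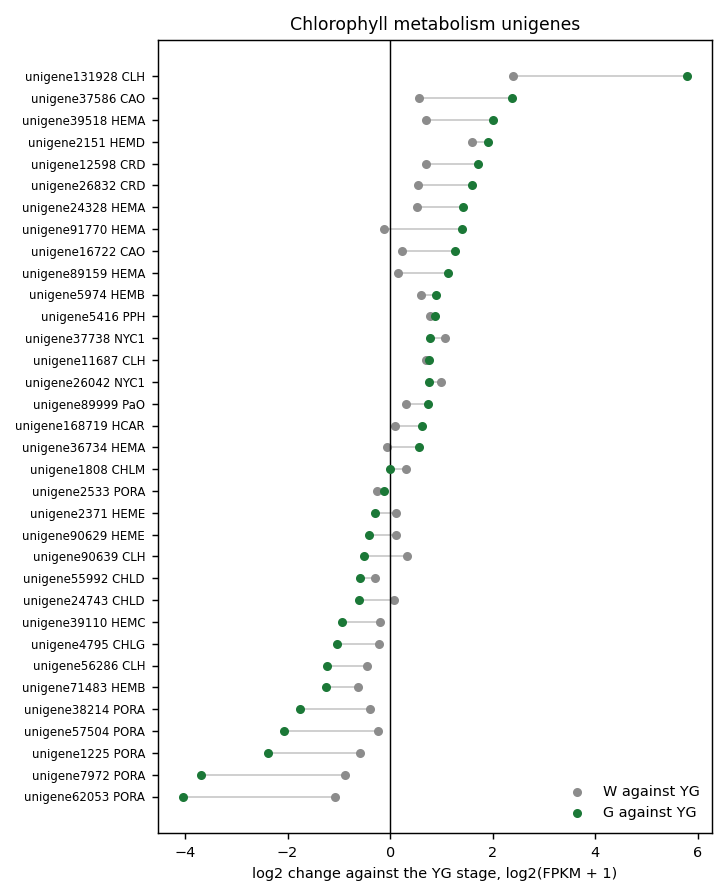
Change of each of the 34 chlorophyll metabolism unigenes of Table 5 against the YG stage, as a difference of log2(FPKM + 1), for the W stage (grey) and the G stage (green), with 1 value per stage and no replicate error. The unigenes spread to both sides of 0, with PORA unigenes at the lower end and the CLH unigene131928 at the upper end.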

The expression levels of the gene encoding geranylgeranyl diphosphate reductase (*CAO*), which is an enzyme involved in chlorophyll *b* biosynthesis, are elevated in plants with insufficient amounts of chlorophyll *b* [45]. 

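The FPKM of the CAO unigene37586 was 1.91 in YG, 3.33 in W and 14.1 in G, a log2 change of 2.37 from YG to G. In the CAO unigene16722 it was 0.659, 0.959 and 2.97, a log2 change of 1.26, which became 2.02 with a pseudocount of 0.1 because the values are low.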

Two *CAO* unigenes (unigene 16722 and unigene 37586) were identified in our database, and both were significantly up-regulated in the G stage. This finding implies that high *CAO* expression levels might induce the efficient biosynthesis of chlorophyll *b* to increase its concentration during the G stage (Fig. 5a). *NYC1* encodes chlorophyll *b* reductase, which catalyzes the degradation of chlorophyll *b* to 7-hydroxymethyl chlorophyll *a* [46, 47]. The degradation of chlorophyll *b* is suppressed in *NYC1* mutant plants, which remain green until just before death due to natural senescence [48]. 

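The NYC1 unigenes unigene26042 and unigene37738 moved together. The FPKM of unigene26042 was 13.7 in YG, 28.3 in W and 23.7 in G, with a log2 change of 1.00 from YG to W and -0.25 from W to G. In unigene37738 it was 15.9, 34.7 and 27.9, with changes of 1.08 and -0.30. The fall from W to G was thus small beside the rise from YG to W. The NYC1 unigene164039 had a value only in W, 2.36, and was listed at 0 in YG and G.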

Three *NYC1* unigenes were detected in our database, and the expression levels of two of these (unigene 37738 and unigene 26042) were significantly higher in the W stage than in the YG and G stages. High *NYC1* unigene expression levels during the W stage might enhance the degradation of chlorophyll *b* (Fig. 4c). In plants, the NOL (NYC1-like) protein is closely related to NYC1, and *NOL* mutant plants also remain green, similar to wild-type plants [49]. Three *NOL* unigenes were identified in our database, but the expression levels of these unigenes were not significantly different between the YG and G stages. 

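The FPKM of the NOL unigene102125 was 3.81 in YG, 3.25 in W and 4.22 in G, a log2 change of 0.12 from YG to G, and 14.4% of the 1000 unigenes nearest in mean expression had a smaller change. The values of unigene90786 were 2.12, 1.96 and 2.44, and those of unigene57365 were 0.444, 0.767 and 0.579.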

Hydroxymethyl chlorophyll *a* reductase (HCAR) converts 7-hydroxymethyl chlorophyll *a* to chlorophyll *a* [50]. The *HCAR* expression levels are strongly correlated with chlorophyll content in carnation flower petals [51]. Additionally, *HCAR* expression is strongly up-regulated during the stage in which etiolated *A. thaliana* seedlings turn green [52]. These results suggest that HCAR is essential for chlorophyll turnover during the greening stage. 

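The FPKM of the HCAR unigene168719 was 3.12 in YG, 3.42 in W and 5.37 in G. Its log2 change from YG to G was 0.63, larger in size than those of 58.2% of the 1000 unigenes nearest in mean expression.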

Three *HCAR* unigenes were identified in our database, and only one (unigene 168719) was significantly up-regulated during the G stage. High expression levels of this unigene in the G stage might contribute to the higher chlorophyll *a* concentrations during this stage compared with the other two stages (Fig. 5a). Pheophytinase (PPH) has a key function in chlorophyll degradation. The expression of *PPH* is induced in darkness, which accelerates chlorophyll degradation. In *PPH* mutant plants, chlorophyll degradation is inhibited, and the plants exhibit a sustained green phenotype during senescence [53]. 

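The FPKM of unigene5416, the only unigene listed for PPH, was 10.3 in YG, 18.4 in W and 19.7 in G. The log2 change was 0.77 from YG to W and 0.87 from YG to G.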

In our study, the expression of *PPH* (unigene 5416) was lower in the YG stage than in the W and G stages (Fig. 5b), suggesting the lowest chlorophyll *a* degradation rate occurred during the YG stage. However, the chlorophyll *a* concentration in the YG stage was lower than that during the G stage. This may have been because the expression level for unigene 4795, which encodes chlorophyll synthase (CHLG), was significantly higher in the G stage than in the YG stage (Fig. 5c). 

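The FPKM of the CHLG unigene4795 was 6.18 in YG, 5.15 in W and 2.503 in G, a log2 change of -1.04 from YG to G. The fall remained under a pseudocount of 0.1, upper-quartile scaling and quantile normalization. The other unigenes listed for CHLG did not fall from YG to G. The FPKM of unigene16139 was 7.56 in YG, 8.72 in W and 7.58 in G, and that of unigene131775 was 0.683, 1.89 and 0.815. The summed FPKM of the 3 CHLG unigenes was 14.4, 15.8 and 10.9.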

The higher chlorophyll *a* concentration in the G stage than in the YG stage might be because chlorophyll *a* was synthesized faster than it was degraded. Chlorophyllase (CLH) catalyzes the conversion of chlorophyll *a* to chlorophyllide *a*. In citrus plants, *CLH* expression levels are negatively correlated with chlorophyll contents [54]. We identified six candidate *CLH* unigenes in our database (Fig. 5b), four of which were significantly differentially expressed between the YG and G stages. The expression levels of unigene 56286 and unigene 90639 were up-regulated during the YG and W stages, respectively, while two unigenes were up-regulated in the G stage (unigene 11687 and unigene 131928) (Fig. 6c). 

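The FPKM of unigene56286 fell from 4.90 in YG to 3.29 in W and 1.51 in G, a log2 change of -1.24 from YG to G. In unigene90639 it was 10.1, 12.9 and 6.81, with a log2 change of -0.84 from W to G. Values of 2.59, 4.85 and 5.08 were listed for unigene11687, a change of 0.76 from YG to G, and its W and G values were so close that upper-quartile scaling and quantile normalization placed the highest value in W. The FPKM of unigene131928 rose from 0.0277 in YG to 4.44 in W and 56.0 in G. Its log2 change from YG to G was 5.79 with a pseudocount of 1 and 8.78 with a pseudocount of 0.1, and its change from W to G was 3.39.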

Unigene 56286 and unigene 90639 might contribute to chlorophyll *a* degradation to lower the chlorophyll concentration more during the YG and W stages than in the G stage. The expression levels of *PaO*, which encodes pheophorbide a oxygenase, are closely correlated with the rate of chlorophyll breakdown [55]. 

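The FPKM of the PaO unigene89999 rose from 1.94 in YG to 2.65 in W and 3.89 in G, a log2 change of 0.74 from YG to G. A smaller change was found for 66.6% of the 1000 unigenes nearest in mean expression.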

Three *PaO* unigenes were detected in our database, but only one (unigene 89999) was significantly up-regulated from the YG stage to the G stage. However, the chlorophyll content in the G stage was relatively high (Fig. 5a). Identical results were reported for carnations [51], potentially because the post-transcriptional regulation of *PaO* inhibits the activity of the encoded enzyme [56] or because chlorophyll *a* is synthesized faster than it is degraded.

**Fig. 6:**
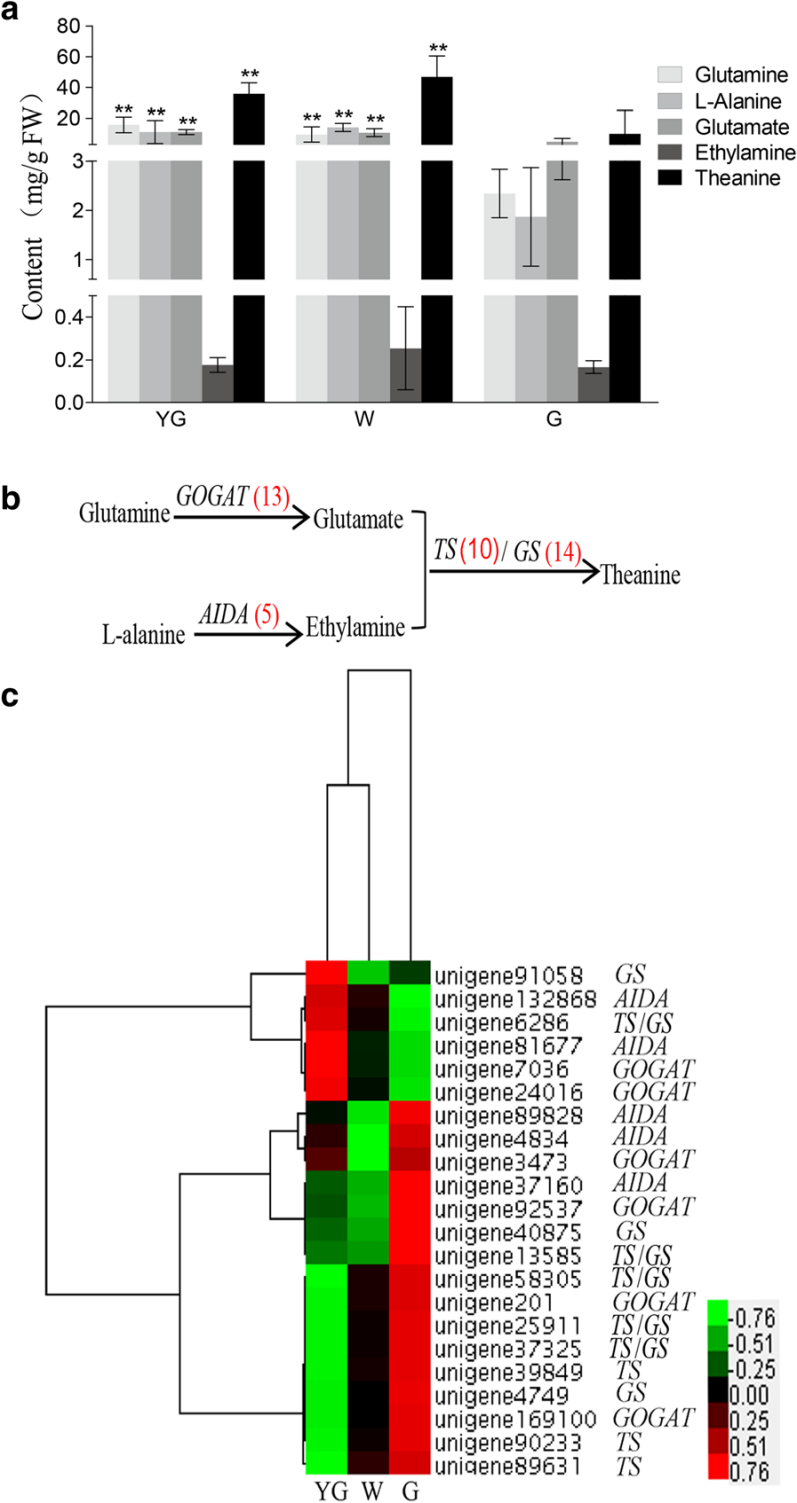
Theanine biosynthesis pathway and the related unigenes. **a** The glutamine, glutamate, alanine, ethylamine, and theanine concentrations were determined at different stages. The double asterisks indicate a significant difference between the YG or W stages and the G stage (*P* < 0.01; Student’s t-test). **b** Theanine biosynthesis pathway. The bracketed numbers in red following each gene name indicate the number of corresponding unigenes identified in our database. **c** All differentially expressed genes involved in theanine biosynthesis were hierarchically clustered and mapped using the fragments per kilobase of exon per million mapped read values. Colors indicate the normalized signal intensity as defined in the bar

Spearman’s correlation coefficients between the expression levels of DEGs and concentrations of chlorophylls *a* and *b* were calculated for each stage. The expression levels of two and three unigenes were significantly correlated with chlorophyll *a* and *b* concentrations, respectively (Table 5). The *PORA* (unigene 2533) expression levels were significantly correlated with chlorophyll *a* concentrations. The expression of two unigenes (unigene 26042 and unigene 37738) encoding *NYC1* was significantly correlated with the concentration of chlorophylls *a* and *b*. These unigenes might be responsible for the differences in the biosynthesis of chlorophylls *a* and *b* among the different leaf color and developmental stages of ‘Anji Baicha’ tea plants.

**Table 5:** Correlation coefficients between expression levels of differentially expressed chlorophyll biosynthetic pathway unigenes and concentrations of chlorophylls *a* and *b*

Unigene	Gene Name	Chl a	Chl b
unigene39518	*HEMA*	0.102	0.364
unigene36734	*HEMA*	0.634	0.282
unigene24328	*HEMA*	0.498	0.25
unigene89159	*HEMA*	0.031	0.188
unigene91770	*HEMA*	0.429	0.763
unigene5974	*HEMB*	0.123	0.123
unigene71483	*HEMB*	0.282	0.24
unigene39110	*HEMC*	0.282	0.513
unigene2151	*HEMD*	0.23	0.158
unigene2371	*HEME*	0.618	0.813
unigene90629	*HEME*	0.511	0.024
unigene24743	*CHLD*	0.634	0.897
unigene55992	*CHLD*	0.24	0.166
unigene1808	*CHLM*	0.22	0.108
unigene26832	*CRD*	0.339	0.364
unigene12598	*CRD*	0.402	0.282
unigene2533	*PORA*	0.044^*^	0.339
unigene38214	*PORA*	0.201	0.603
unigene1225	*PORA*	0.282	0.513
unigene62053	*PORA*	0.201	0.603
unigene7972	*PORA*	0.796	0.376
unigene57504	*PORA*	0.183	0.166
unigene4795	*CHLG*	0.121	0.282
unigene16722	*CAO*	0.327	0.22
unigene37586	*CAO*	0.23	0.364
unigene131928	*CLH*	0.308	0.204
unigene11687	*CLH*	0.074	0.351
unigene90639	*CLH*	0.164	0.482
unigene56286	*CLH*	0.25	0.813
unigene168719	*HCAR*	0.587	0.415
unigene26042	*NYC1*	0.011^*^	0.015^*^
unigene37738	*NYC1*	0.007^**^	0.01^**^
unigene5416	*PPH*	0.012	0.249
unigene89999	*PAO*	0.123	0.123

*Significant difference at *P* ≤ 0.05; **Significant difference at *P* ≤ 0.01

### Theanine biosynthesis

Theanine synthetase (TS) catalyzes the synthesis of theanine from glutamic acid and ethylamine [57, 58] (Fig. 6b). Additional enzymes involved in theanine biosynthesis include glutamate synthase (GOGAT) and alanine decarboxylase (AIDA), which catalyze the conversion of glutamine to glutamate and alanine to ethylamine, respectively. Glutamine synthetase (GS) is highly homologous to TS, and can also catalyze the conversion of glutamic acid and ethylamine to theanine [59]. Ultra-performance liquid chromatography–triple quadrupole mass spectrometry (UPLC–QqQ-MS) analyses were conducted to determine the concentrations of glutamine, glutamate, alanine, and theanine. Additionally, GC-TOF-MS was used to measure the ethylamine concentration at different stages. Except for ethylamine, all metabolites were detected at significantly higher concentrations in the YG and W stages than in the G stage (Fig. 6a). The glutamine and glutamate concentrations decreased from the YG stage to the G stage. In contrast, the alanine and theanine concentrations increased from the YG stage to the W stage, and then decreased from the W stage to the G stage (Fig. 6a).

All unigenes involved in theanine biosynthesis were identified (Fig. 6b and Additional file 5). 

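Additional file 5 has 42 entries, which are 36 different unigenes because 6 are listed for both GS and TS. Of the 36, 28 had an FPKM of at least 1 in at least 1 stage, and 21 of these 28 were higher and 7 lower in G than in W. The median log2 change was -0.09 from YG to W, with a bootstrap interval from -0.33 to 0.76. It was 0.51 from W to G (0.12 to 0.81) and 0.45 from YG to G (0.04 to 0.93). In the order of W vs YG, G vs W and G vs YG, the medians lay at percentiles 15.5, 100.0 and 97.4 of 10000 random lists matched on mean expression. Without the filter on low values the median from YG to W changed sign, to 0.06.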

The DEGs related to theanine biosynthesis were hierarchically clustered and plotted in a heat map (Fig. 6c). 

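Of the 22 unigenes listed in Table 6, 16 had their highest FPKM in G, 6 in YG and 0 in W, and upper-quartile scaling left these numbers unchanged. The lowest FPKM was in YG for 9 unigenes, in W for 8 and in G for 5.

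**Figure D5:**
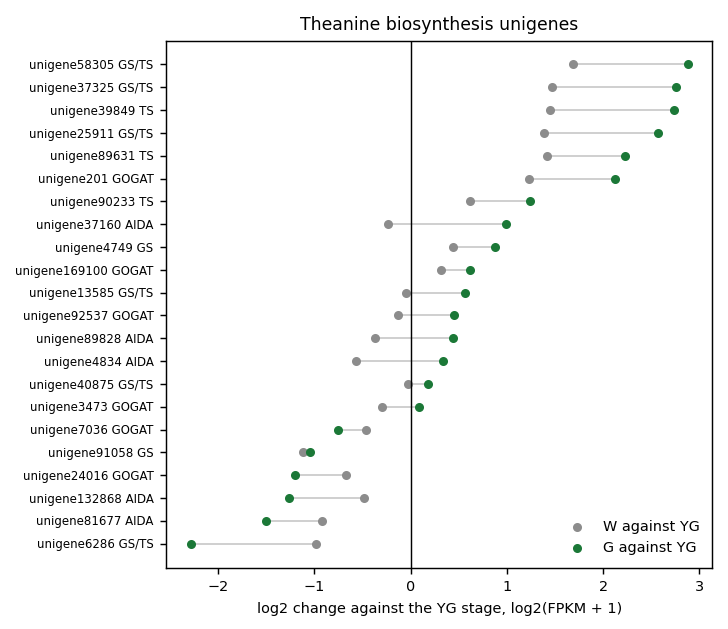
Change of each of the 22 theanine biosynthesis unigenes of Table 6 against the YG stage, as a difference of log2(FPKM + 1), for the W stage (grey) and the G stage (green), with 1 value per stage and no replicate error. Green points lie to the right of 0 for 16 unigenes and to the left for 6.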

The G stage consisted of many highly expressed DEGs, including all unigenes encoding the key enzymes in the theanine biosynthesis pathway. These results suggest that the G stage is an important phase for theanine biosynthesis. 

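The summed FPKM of the 36 unigenes was 435 in YG, 515 in W and 866 in G. The sum of the 13 GOGAT unigenes was 71.3, 81.4 and 117 at the YG, W and G stages, while that of the 5 AIDA unigenes was highest in YG, at 137, with 94.3 in W and 116 in G. From the number of unigenes with high expression in G, the paper proposes that this stage is important for theanine biosynthesis. Theanine and glutamate themselves were lower in G than in YG and W in the paper's measurements, so these metabolites did not follow the expression of the unigenes.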

One substrate in the theanine biosynthesis pathway is ethylamine, which is produced via the decarboxylation of alanine by AIDA [60]. Because the *AIDA* gene are specific to tea plant and has not been identified and functionally characterized, the *AIDA* genes used in our study encoded arginine decarboxylases, and contained domains similar to those in *AIDA* [61, 62]. A total of five putative *AIDA* unigenes were identified. Among them, two (unigene 132868 and unigene 81677) were significantly up-regulated in the YG stage, while the remaining three (unigene 89828, unigene 4834, and unigene 37160) were significantly up-regulated in the G stage. 

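The FPKM of unigene132868 was 55.3 in YG, 39.1 in W and 22.5 in G, a log2 change of -1.26 from YG to G. In unigene81677 it was 28.3, 14.5 and 9.36, a change of -1.50. The remaining AIDA unigenes had their lowest FPKM in W. Values of 22.8, 17.4 and 31.3 were listed for unigene89828, 12.0, 7.80 and 15.4 for unigene4834, and 18.5, 15.6 and 37.7 for unigene37160, whose log2 change from YG to G was 0.99.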

Another substrate in the theanine biosynthesis pathway is glutamate, which is produced from glutamine by GOGAT. In our database, 13 putative *GOGAT* unigenes were identified. Two of these unigenes (unigene 7036 and unigene 24016) were significantly up-regulated in the YG stage, and four unigenes (unigene 3473, unigene 92537, unigene 201, and unigene 169100) were significantly up-regulated during the G stage. These results indicated that there are differences in the expression patterns of unigenes from the same family. Additionally, high unigene expression levels do not necessarily correspond to high metabolite concentrations. 

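The FPKM of unigene7036 fell from 6.68 in YG to 4.58 in W and 3.56 in G, a log2 change of -0.75 from YG to G, and that of unigene24016 fell from 14.7 to 8.84 and 5.81. The strongest rise was in unigene201, from 12.0 to 29.5 and 55.7, a log2 change of 2.12 from YG to G. Smaller rises to the G stage were listed for unigene92537, with 6.98, 6.27 and 9.92, and unigene169100, with 5.26, 6.80 and 8.56. The values of unigene3473 were 5.56, 4.34 and 5.97, and its log2 change from YG to G, 0.09, became -0.04 under quantile normalization.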

Increased glutamate levels lead to up-regulated theanine biosynthesis in tea seedlings [63]. In our study, both glutamate and theanine were significantly more abundant in the W and YG stages than in the G stage. A previous study reported that glutamate and theanine concentrations are higher in albino cultivars than in normal green cultivars [9]. Glutamate also participates in chlorophyll synthesis (Fig. 5a) [42]. The suppression of chlorophyll biosynthesis during the W stage might lead to elevated levels of glutamate, thereby increasing theanine biosynthesis. Theanine synthetase is unique to tea plants, and 10 candidate *TS* unigenes were identified in our database. Eight *TS* unigenes (unigene 39849, unigene 89631, unigene 40875, unigene 13585, unigene 58305, unigene 25911, unigene 37325, and unigene 90233) were up-regulated, and one (unigene 6286) was down-regulated in the G stage. 

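The FPKM of unigene39849 rose from 3.34 in YG to 10.8 in W and 27.9 in G, a log2 change of 2.73 from YG to G, larger in size than those of 96.5% of the 1000 unigenes nearest in mean expression. In unigene58305 it rose from 32.2 to 106 and 243, a change of 2.88, and in unigene6286 it fell from 40.6 to 20.0 and 7.55, a change of -2.28. The rises from YG to G of unigene89631, from 4.93 to 26.7, unigene25911, from 10.6 to 67.8, unigene37325, from 8.95 to 66.1, and unigene90233, from 1.67 to 5.33, also passed 2-fold. Those of unigene13585, from 104 to 153, and unigene40875, from 0.211 to 0.371, did not.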

In tea plants, *TS* genes are highly homologous to *GS* genes [57]. Fourteen *GS* unigenes were identified in our database, six of which were also annotated as *TS* genes. Two of the *GS* unigenes were significantly up-regulated in the YG stage, while six were significantly up-regulated in the G stage (Fig. 6c).

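The GS unigene91058 had an FPKM of 1.21 in YG and values near 0 in the other stages, 0.0203 in W and 0.0706 in G. Its log2 change from YG to G was -1.05 with a pseudocount of 1 and -2.95 with a pseudocount of 0.1.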

We calculated the Spearman’s correlation coefficients between expression levels of DEGs and concentrations of ethylamine, glutamine, and theanine during each stage (Table 6). The expression level of *GOGAT*, which is encoded by unigene 201, was significantly correlated with ethylamine concentrations. The expression levels of five unigenes (corresponding to *GOGAT*, *AIDA*, *GS*, and *TS*) were significantly correlated with glutamine concentrations. *AIDA* expression levels (unigene 37160) were correlated with theanine concentrations. These unigenes might be responsible for the variability in the biosynthesis of the associated metabolites in the different ‘Anji Baicha’ leaf color and developmental stages.

**Table 6:** Correlation coefficients between expression levels of differentially expressed theanine biosynthetic pathway unigenes and concentrations of ethylamine, glutamine, and theanine

Unigene	Gene Name	Ethylamine	Glutamate	Theanine
unigene24016	*GOGAT*	0.088	0.077	0.205
unigene201	*GOGAT*	0.042^*^	0.013^*^	0.205
unigene3473	*GOGAT*	0.7	0.637	0.406
unigene169100	*GOGAT*	0.088	0.025^*^	0.205
unigene7036	*GOGAT*	0.168	0.402	0.815
unigene92537	*GOGAT*	0.725	0.725	0.272
unigene132868	*AIDA*	0.798	0.016^*^	0.139
unigene37160	*AIDA*	0.516	0.099	0.02^*^
unigene81677	*AIDA*	0.224	0.966	0.265
unigene89828	*AIDA*	0.367	0.515	0.681
unigene4834	*AIDA*	0.061	0.94	0.556
unigene13585	*GS*	0.637	0.308	0.286
unigene25911	*GS*	0.058	0.077	0.244
unigene37325	*GS*	0.125	0.025^*^	0.154
unigene40875	*GS*	0.898	0.898	0.831
unigene91058	*GS*	0.865	0.488	0.637
unigene6286	*GS*	0.604	0.539	0.025
unigene58305	*GS*	0.515	0.815	0.025
unigene4749	*GS*	0.092	0.861	0.907
unigene39849	*TS*	0.077	0.03^*^	0.17
unigene90233	*TS*	0.515	0.681	0.147
unigene89631	*TS*	0.127	0.272	0.476

*Significant difference at *P* ≤ 0.05

### Validation of the expression levels of differentially expressed genes at different stages

To validate the expression-level changes in DEGs as reflected by FPKM values in different stages, we selected 42 unigenes (11 carotenoid biosynthesis unigenes, 22 chlorophyll metabolism unigenes, and nine theanine biosynthesis unigenes) and analyzed their expression levels in the YG, W, and G stages using quantitative reverse transcription polymerase chain reaction (qRT-PCR). 

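The primer list in Additional file 6 names 40 different unigenes besides GAPDH, and all 40 had an FPKM above 0 in the 3 stages. Their FPKM ratios were taken without a pseudocount, a choice made after the values were seen because Fig. 7 plots log2 ratios. From YG to G, 31 were higher and 9 lower, and 21 differed at least 2-fold. From W to G, 27 were higher and 13 lower, with 13 at least 2-fold apart, and from YG to W, 31 were higher and 9 lower, with 12 at least 2-fold apart. The qRT-PCR values were not analysed here.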

Pearson’s correlation coefficients were used to determine the correlations of the gene expression level fold-changes between each pair of examined stages as measured by RNA-seq and qRT-PCR. 

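The CLH unigene131928 had the highest log2 ratio in each comparison, 10.98 between G and YG, 3.66 between G and W and 7.33 between W and YG. The next highest was that of the TS unigene39849 between G and YG, at 3.06, the CAO unigene37586 between G and W, at 2.08, and the zeaxanthin epoxidase unigene36818 between W and YG, at 1.83. The lowest ratios belonged to the PORA unigene62053, with -5.14, -4.004 and -1.14 in the same order of comparisons.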

The results revealed strong correlations (*R*^2^ > 0.9) between the RNA-seq and qRT-PCR data (Fig. 7). These observations indicated that the gene expression changes as detected by RNA-seq reflect the transcriptome profile differences between stages.

**Fig. 7:**
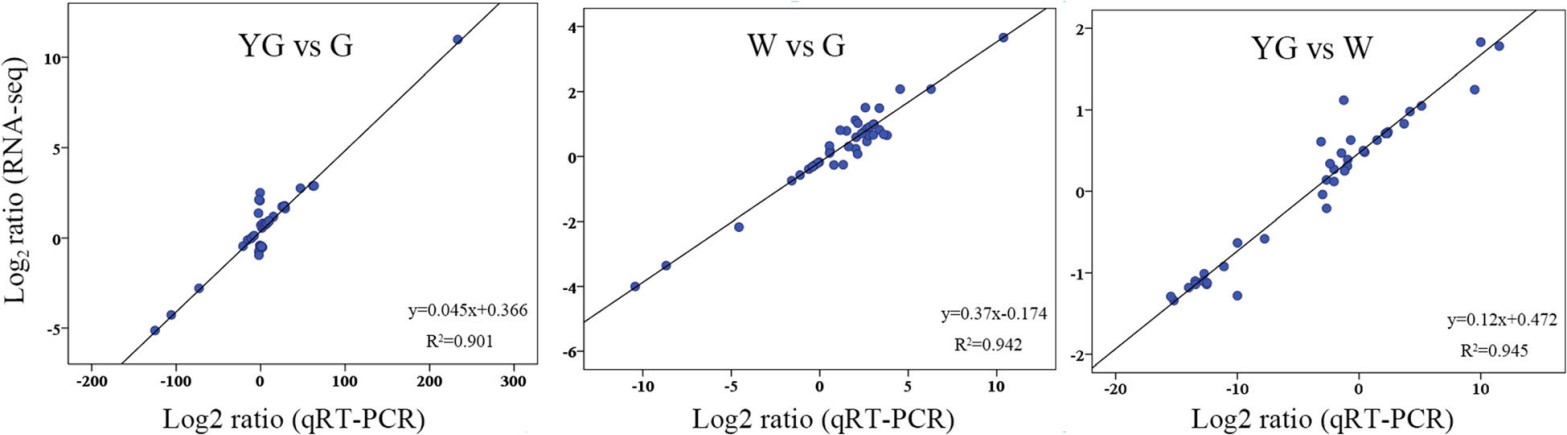
Verification of RNA-sequencing results using quantitative reverse transcription polymerase chain reaction (qRT-PCR) assays. Forty-two differentially expressed genes were selected from the carotenoid, chlorophyll, and theanine biosynthesis pathways. Scatter diagrams show the correlations of the log ratios (log_2_ fold-change) of the unigene expression levels as measured by qRT-PCR and RNA-sequencing. The qRT-PCR data were normalized using the ‘housekeeping’ gene *GAPDH*. The qRT-PCR primers are listed in Additional file 6

## Conclusions

We completed a transcriptome-level analysis of ‘Anji Baicha’ tea plants at different color and developmental stages. The transcriptome profiles differed considerably among the YG, W, and G stages. The differentially expressed unigenes were mainly related to metabolic pathways, biosynthesis of secondary metabolites, phenylpropanoid biosynthesis, and carbon fixation in photosynthetic organisms. Chemical analyses revealed the theanine and β-carotene levels were higher and the chlorophyll *a* levels were lower in the W stage than in the G stage. Furthermore, we identified unigenes associated with carotenoid, chlorophyll, and theanine biosyntheses, and the expression patterns of the differentially expressed unigenes implicated in these pathways were characterized. Analyses of gene expression levels and metabolite contents enabled the identification of key unigenes whose expression levels may significantly affect metabolite concentrations. These results revealed the relationship between gene expression and the biosynthesis of carotenoids, chlorophyll, and theanine. Our findings have helped to elucidate the molecular mechanisms underlying the biosynthesis of characteristic biochemicals in albino tea plants. The transcriptome-level data generated in this study may be a valuable resource for further molecular and genomic studies of albino tea plants.

## Methods

### Plant materials

Tea plants [*Camellia sinensis* (L.) O. Kuntze cv. ‘Anji Baicha’] were grown in the China National Germplasm Hangzhou Tea Repository of the Tea Research Institute, Chinese Academy of Agricultural Sciences. Leaves of 4-year-old tea plants were collected at 9 to 11 am. In early spring, the new shoots were yellow-green. The YG stage leaves were the first leaves, and were collected on April 1, 2014. When the shoots produced three leaves and one bud or four leaves and one bud, the second or third leaves were white. These W stage leaves were harvested on April 15, 2014. The higher temperatures of the late spring period resulted in green leaves. The G stage leaves (i.e., fifth or sixth leaves) were collected on May 9, 2014. Each sample was individually collected from three tea plants to obtain three biological replicates for RNA-seq or from five tea plants to obtain five biological replicates for chemical component analyses. All collected samples were immediately frozen in liquid nitrogen and stored at −70 °C.

### Library preparation and sequencing

Total RNA was extracted from tea leaves using the RNeasy Plus Mini Kit (Qiagen, Valencia, CA, USA) and then treated with TURBO DNase (Ambion, Austin, TX, USA). The integrity of the isolated RNA was confirmed using the RNA 6000 Nano LabChip kit and a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). The libraries used for sequencing were prepared using a kit from Illumina. First, mRNA was purified from 20 μg total RNA using oligo(dT) magnetic beads. Second, the purified mRNA was cut into short fragments in fragmentation buffer. The short fragments were used as templates to synthesize first-strand cDNA, followed by the synthesis of second-strand cDNA. Third, the QIAquick PCR Extraction Kit (Qiagen) was used to purify the cDNA fragments, which underwent an end-repair process before being ligated to sequencing adaptors. Finally, the resulting products were purified by agarose gel electrophoresis, and the final cDNA libraries were generated following PCR enrichment. The cDNA libraries were sequenced using the Illumina HiSeq™ 2000 sequencing system (Illumina, San Diego, CA, USA).

### Unigene assembly, annotation, and expression analysis

To obtain high-quality reads, raw data were filtered to remove adaptor sequences and reads with unknown or low-quality bases. *De novo* assembly was performed using the Trinity program (release 20130225 [64]). We first combined the reads with default parameters to form fragments longer than 200 bp, which were defined as contigs. The reads were then mapped to the contigs to obtain longer sequences using the paired-end reads as templates. Finally, cap3/PriceTI was used to connect the contigs and obtain sequences that could not be extended on either end. Such sequences were defined as unigenes.

Unigenes were annotated using the BLASTx function of selected protein databases, including the NCBI-nr [13] and TAIR databases [14], considering an E-value threshold of 10^−5^. Pathway analyses were conducted using KAAS [15], while GO classifications were completed using WEGO [65] based on GO annotation terms provided by the Blast2GO program [66]. Gene expression levels were calculated based on FPKM values using Cufflinks (version 1.0.3) [67]. The significance of the gene expression level differences between two stages was assessed via the Student’s t-test using FPKM values obtained from three cDNA libraries for each stage. To identify the DEGs between two stages, a threshold FDR of < 0.05 was used to judge the significance of gene expression differences. Hierarchical cluster analyses were conducted with the normalized FPKM values using complete linkage groupings with the aid of Cluster 3.

### Unigene expression level analysis

Total RNA extracted using the RNeasy Plus Mini Kit was treated with TURBO DNase to remove genomic DNA. First-strand cDNA was synthesized from 1 μg DNA-free RNA in a reverse-transcription reaction using random hexamer primers and the MultiScribe reverse transcriptase from a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). The cDNA samples were diluted 10-fold in nuclease-free water and used as templates for qRT-PCR analysis. The qRT-PCR primer pairs are listed in Additional file 6. All of the analyzed unigenes were examined using three technical replicates and three biological replicates for each stage. The qRT-PCR was conducted using an ABI 7500 Real-Time PCR System (Applied Biosystems), SYBR Green, and a PrimeScript™ RT Reagent qPCR Kit (Takara, Dalian, China). Relative transcript abundances were calculated according to the comparative cycle threshold method, with *GAPDH* as an internal standard [68]. Pearson correlation analyses were completed using the SPSS Statistics 17.0 software package (SPSS Inc., Chicago, IL, USA). Correlation analyses were conducted using the log ratios (i.e., log_2_ fold-change between stages) of unigene expression levels *determined by qRT-PCR and RNA-seq*.

### Chlorophyll content measurements

The chlorophyll contents were measured in five biological replicates according to the method of Arnon [69]. Chlorophylls were extracted from 100-mg leaf samples using 80 % acetone. The extracts were spectrophotometrically analyzed at 645 and 663 nm. The Student’s t-test was used to compare the chlorophyll contents in the YG and W stages with those in the G stage.

### Quantification of leaf metabolites by UPLC–QqQ-MS

For each stage, 100-mg leaf samples were submerged in 500 μL methanol:water (3:1, v/v) with ultrasonic mixing for 5 min. The mixtures were centrifuged at 12,000 rpm for 10 min at 4 °C, and the supernatants were analyzed using a UPLC–QqQ-MS instrument. Five replicates were analyzed for each sample.

A 2-μL aliquot of the supernatant was injected into a Zorbax Eclipse Plus C18 column (50 × 2.1 mm, 1.8-μm particle size) (Agilent Technologies, Palo Alto, CA, USA) that was maintained at 20 °C in an Agilent 6400 Triple Quadrupole LC/MS system (Agilent Technologies, Santa Clara, CA, USA). The mobile phase of the binary gradient elution mixture consisted of (A) aqueous formic acid (0.1 %, v/v) and (B) acetonitrile, and the sample separation was completed using the following gradient: 98 % A and 2 % B from 0 to 2 min, 100 % B from 3 to 7 min, and 98 % A and 2 % B from 8 to 10 min. The flow rate was 0.2 mL/min. All samples were maintained at 4 °C during analysis in the multiple reaction monitoring mode to maximize sensitivity. The source temperature was set at 100 °C, while the desolvation gas temperature was 300 °C. The gas flow rate was 3.0 L/min. Data were analyzed using the Agilent MassHunter Qualitative Analysis B.04.00 software (Agilent Technologies, Santa Clara, CA, USA). Standards for glutamine, glutamate, alanine, and theanine were dissolved in methanol:water (3:1, v/v) for a final concentration of 100 μg/mL. The diluted standards were mixed to generate calibration curves. The glutamine, glutamate, alanine, and theanine concentrations were determined based on the calibration curves. The Student’s t-test was used to compare the metabolite concentrations in the YG and W stages with those in the G stage.

### Quantification of leaf metabolites by GC-TOF-MS

Each 100-mg leaf sample was submerged in 500 μL methanol:water (3:1, v/v) and homogenized in a ball mill at 65 Hz for 3 min. The mixture was then centrifuged at 12,000 rpm for 10 min at 4 °C. A 350-μL aliquot of the supernatant was transferred to a glass sampling vial and vacuum-dried at room temperature for 1.5 h. The dried residue was treated with 80 μL methoxyamine (20 mg/mL in pyridine) and incubated at 80 °C for 20 min, followed by the addition of 80 μL BSTFA (containing 1 % TCMS, v/v) and an incubation at 70 °C for 1 h.

The GC-TOF-MS analysis was conducted using an Agilent 7890 gas chromatography system coupled with a Pegasus HT time-of-flight mass spectrometer. The system included a DB-5MS capillary column coated with 5 % diphenyl cross-linked with 95 % dimethylpolysiloxane (30 m × 250 μm inner diameter, 0.25 μm film thickness; J&W Scientific, Folsom, CA, USA). A 1-μL aliquot of analyte was injected in the splitless mode. Helium was used as the carrier gas. The front inlet purge flow was 3 mL/min, while the gas flow rate through the column was 20 mL/min. The temperature was initially set at 50 °C for 1 min, and then raised to 320 °C at a rate of 10 °C/min. The temperature was held at 320 °C for 5 min. The injection and transfer line temperatures were 280 °C, while the ion source temperature was 220 °C. The energy level was set at −70 eV in the electron impact mode. The mass spectrometry data within the *m*/*z* range of 85–600 were acquired in full-scan mode at a rate of 20 spectra/s after a solvent delay of 366 s.

The β-carotene, lycopene, lutein, and ethylamine standards were dissolved in methanol:water (3:1, v/v) for a final concentration of 100 μg/mL. The diluted standards were mixed and then derivatized and analyzed as described for the leaf samples to produce calibration curves. The β-carotene, lycopene, lutein, and ethylamine concentrations were determined based on the calibration curves, and the concentrations in the YG and W stages were compared with those in the G stage using the Student’s t-test.

### Correlation analysis

Correlation analyses were completed according to Spearman’s parametric correlation test in the SPSS Statistics 17.0 software package.

## Additional files

Additional file 1: Gene Ontology enrichment classifications of the differentially expressed genes up-regulated between the yellow-green and re-greening stages. (XLSX 14 kb) Additional file 2: Gene Ontology enrichment classifications of the differentially expressed genes down-regulated between the yellow-green and re-greening stages. (XLSX 15 kb) Additional file 3: Unigenes involved in carotenoid biosynthesis. (XLSX 11 kb) Additional file 4: Unigenes involved in chlorophyll biosynthesis. (XLSX 10 kb) Additional file 5: Unigenes involved in theanine biosynthesis. (XLSX 11 kb) Additional file 6: Primers used for quantitative reverse transcription polymerase chain reaction analyses. (XLSX 11 kb)

## Abbreviations

AIDA: Alanine decarboxylase
CAO: Geranylgeranyl diphosphate reductase
CLH: Chlorophyllase
DEG: Differentially expressed gene
DXS: 1-deoxyxylulose 5-phosphate synthase
FDR: False discovery rate
FPKM: Fragments per kilobase of exon per million mapped reads
G: Re-greening
GGPS: Geranylgeranyl diphosphate synthase
GO: Gene ontology
GOGAT: Glutamate synthase
GS: Glutamine synthetase
HCAR: Hydroxymethyl chlorophyll *a* reductase
IPP: Isopentenyl diphosphate
KEGG: Kyoto encyclopedia of genes and genomes
LCY-b: Lycopene β-cyclase
NCBI-nr: National Center for Biotechnology Information non-redundant
NOL: NYC1-like
NYC1: Chlorophyll *b* reductase
PPH: Pheophytinase
PSY: Phytoene synthase
qRT-PCR: Quantitative reverse transcription polymerase chain reaction
TAIR: The Arabidopsis Information Resource
TS: Theanine synthetase
UPLC–QqQ-MS: Ultra-performance liquid chromatography–triple quadrupole mass spectrometry
VDE: Violaxanthin deepoxidase
W: Albescent
YG: Yellow-green
Zep1: Zeaxanthin epoxidase

How the deposited data were processed for this re-analysis (not part of the article)

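Leaves of ‘Anji Baicha’ were sampled at the YG, W and G stages, with 3 RNA-seq libraries per stage and 9 in all, and the stage of every library was taken from its label and the paper's methods. The authors removed adaptor and low-quality reads, assembled unigenes de novo with Trinity (release 20130225) and further assembly tools, and computed FPKM with Cufflinks version 1.0.3. The FPKM values the authors deposited hold 1 value per unigene and stage for 179951 unigenes, so the libraries of a stage had been combined before. The paper's text does not name how they were combined, which aligner was used or how reads shared between unigenes were treated. All 3 value columns were used, and per-library values were not analysed here.

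The raw reads per library in the paper's Table 1 ranged from 29516642 to 48556376. The fragments behind an FPKM value are unknown. The low values were searched for repeated steps that would give the relative depth of the stages, and none clear enough to use were found, so no counts, intervals or limits of detection were derived. A value of exactly 0 can be a failed estimate, so such unigenes are described only as listed at 0, and no fold is given against them.

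The design written before the data were examined planned tests on 3 libraries per stage, together with a fallback for 1 value per stage. The fallback was used. It counted unigenes with an FPKM of at least 1 in at least 1 stage whose log2(FPKM + 1) differed by at least 1 between stages, counted unigenes with an FPKM above 0, and found the stage of the highest FPKM for the 78 unigenes of Tables 4 to 6. No test of DEGs, no grouping of libraries, no gene set test and no leaving out of replicates could be run, and no p-value is given. For each pathway list of Additional files 3 to 5, the median log2 change of its unigenes was set beside the medians of 10000 random lists of the same size, drawn within 100 groups of unigenes with similar mean log2(FPKM + 1). The percentile describes these libraries and is not a test. The lists were chosen by annotation, while the unigenes of Tables 4 to 6 were chosen by the paper as DEGs on the same libraries. The interval of a list's median came from 2000 bootstrap draws of its unigenes and covers the spread among unigenes, not among plants. For some unigenes the size of the change was also ranked among the 1000 unigenes nearest in mean expression, a description added after the data were examined.

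The unigenes named in the text are those the paper names in its text, Tables 4 to 6 and Additional files 3 to 6, and, for each comparison, the 2 with the largest rise and the 2 with the largest fall. Other unigenes named were chosen after their values were seen. The gene names are those of the paper's tables. None of the unigene identifiers matched an entry of the reference gene table (assembly GCF_055761805.1, 0 of 179951), so no genomic position is given.

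The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, upper-quartile scaling (the 75th percentile of the 78868 unigenes counted), quantile normalization, detection minimums of FPKM 0.1 and 1, and the pathway lists restricted to the unigenes of the heat maps. Minimums of FPKM 5 and 10, the counts outside the ranges of unigene numbers described beside the detected unigenes, and ratios without a pseudocount for the qRT-PCR unigenes were added afterwards. A range was made of groups of 2500 consecutive numbers in which at least 5% of the unigenes had a value in only 1 stage, at least 5 times the share of each other stage. The colours of the heat maps in the paper were read from the middle of each cell of the pictures as the difference between the red and green channels.

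The counting and list steps were tested on simulated data made from the mean FPKM of the 78868 unigenes. All 200 unigenes changed by at least 4-fold passed the 2-fold threshold in the right direction, and 0 of the 78668 unchanged ones did. The changed unigenes all had a mean FPKM of at least 5. The simulated noise was small beside the threshold, alike at every expression level and independent between unigenes, and no value was set to 0. These counts therefore check the counting step only. They give no rate of false calls in the real values, many of which are low or listed at 0. Of 500 unchanged lists of 40 unigenes, 443 lay between percentiles 5 and 95, and a list raised by 0.5 on the log2 scale lay at percentile 100.0. The unchanged lists were at first drawn from highly expressed unigenes only, where fewer lay in this band, and were then drawn from all unigenes counted. The random lists are thus slightly too narrow for highly expressed lists. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and Pillow 12.0.0 was used.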

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

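No paired analysis was possible because the values hold 1 FPKM per unigene and stage with no replicate number. For the same reason the alternatives that need single libraries could not be run: leaving out each replicate, a fit over all libraries, the paper's per-unigene test, other pseudocounts or filters for DEG counts, and other gene set tests.

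Among the alternatives set before the data were examined, the counts of unigenes at least 2-fold apart depended most on the pseudocount. The higher expression minimums and the restriction to unigenes outside the number ranges, both added afterwards, changed the counts by a larger factor. With a pseudocount of 0.1, 15888 unigenes were higher and 12669 lower in W than in YG, 14103 higher and 16836 lower in G than in W, and 19009 higher and 18719 lower in G than in YG. The filter on low values changed nothing, since no unigene below it can differ by 2-fold with a pseudocount of 1, so this alternative tests nothing. Upper-quartile scaling and quantile normalization kept all 6 counts within 1.5 times. They moved the share of higher unigenes by less than 10 percentage points, but under upper-quartile scaling more unigenes were lower (11810) than higher (11057) from YG to G, and under quantile normalization slightly more were higher (11176) than lower (11080).

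With minimums chosen after the data were examined, the counts fell because fewer unigenes were counted. At FPKM 5 they were 1938 higher and 1407 lower for W vs YG, 2168 and 1641 for G vs W, and 3707 and 2630 for G vs YG. At FPKM 10 they were 977 and 632, 1066 and 683, and 1934 and 1251. The share of higher unigenes from W to G moved from 46.5% to 56.9% and 60.9%, over 10 percentage points. Outside the ranges of unigene numbers, also chosen afterwards, the counts were 3899 and 3279, 3982 and 3967, and 7050 and 6287. G vs YG had the most unigenes and W vs YG the fewest under every alternative run.

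The detected unigenes fell to 51752 in YG, 53184 in W and 50544 in G with a minimum FPKM of 1, and stayed within 1.5 times with a minimum of 0.1. W had the most unigenes under each of these minimums.

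Restricting the lists to the unigenes of the heat maps, which the paper chose on the same libraries, moved the carotenoid median to 0.43 for W vs YG and 0.65 for G vs YG, and the chlorophyll median for G vs YG to 0.63. The percentile of this chlorophyll median moved from 65.6 to 99.9, although the heat-map unigenes were split, with 18 higher and 15 lower in G than in YG. With a minimum of FPKM 5 the carotenoid median was 0.33 for G vs W and 0.68 for G vs YG. The theanine median for W vs YG changed sign without the filter, to 0.0591. The cause was not tested. The carotenoid medians were above 0 in all 3 comparisons and the theanine medians above 0 for G vs W and G vs YG under every alternative run.

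Of 41 changes of single unigenes printed with their log2 value, all 41 stayed within 1.5-fold under upper-quartile scaling, 40 under quantile normalization and 37 with a pseudocount of 0.1, which made the other 4 larger. The exception under quantile normalization was the small rise of unigene3473 from YG to G, which became -0.0366. The depth of single values is unknown, so the error of small changes could not be given.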

Differences from the paper's values

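The highest RNA-seq log2 ratio of the qRT-PCR unigenes between W and YG was 7.33, for unigene131928, against the paper's value of about 1.8 in Fig. 7, read by eye. The gap is that of 1 unigene, since the next highest ratio was 1.83, for unigene36818, and the RNA-seq axis of that panel ends near 2, where 7.33 would not be drawn. The lowest was -1.14, for unigene62053, against the paper's about -1.3 in Fig. 7, read by eye. In the panel for YG and G the qRT-PCR axis, labelled as a log2 ratio, runs past 200. The values 7.33 and -1.14 are log2 ratios of FPKM without a pseudocount, a scale chosen after the values were seen, and none of the alternatives set before the data were examined closed either gap. With a pseudocount of 1 the highest value was 2.41 and with 0.1 it was 5.15, while upper-quartile scaling gave 7.31 and quantile normalization 5.30. The lowest value stayed between -1.15 and -1.08 under these alternatives.

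For 38 of the 41 unigenes that the text assigns to a stage of higher expression, the highest FPKM was in that stage. The paper states that the CHLG unigene4795 was expressed more in G than in YG, whereas its FPKM was 2.503 in G and 6.18 in YG, and the direction was the same under every alternative run. The paper places the higher expression of the GGPS unigene2557 in YG, whereas its FPKM was 0.364 in YG and 0.403 in W. It places that of the GGPS unigene10069 in W, whereas its FPKM was 22.5 in W and 23.8 in G, and quantile normalization placed the highest value in W. Upper-quartile scaling moved the highest value of the DXS unigene16957 from W, the stage named in the paper, to YG, and that of the CLH unigene11687 from G, the stage named in the paper, to W. Quantile normalization moved those of unigene3240, unigene11687 and unigene3473 away from G, the stage named in the paper.

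The direction with more changed unigenes also differed for W against YG and G against W. In the paper's counts of DEGs more unigenes were lower than higher in W against YG, whereas 8969 were at least 2-fold higher and 7183 lower. In the paper more DEGs were higher than lower in G against W, whereas 8083 were higher and 9316 lower. Minimums of FPKM 5 and 10, chosen after the values were seen, gave more higher than lower unigenes for G against W, as did the counts outside the ranges of unigene numbers. No alternative run gave more lower than higher unigenes for W against YG. The directions for YG and G were not compared, because Table 3 names this comparison with the earlier stage first, unlike the others, and which stage its up-regulated unigenes were higher in is not certain. These counts have a 2-fold threshold and no test, so they measure something else than the DEGs.

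The heat map of Fig. 4c colours 5 carotenoid unigenes lowest in W whose FPKM was lowest in YG. They include unigene11724, with 7.76 in YG and 11.0 in W, and unigene38088, with 19.7 in YG and 23.7 in W.

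The paper counts 51 carotenoid biosynthesis unigenes, whereas Additional file 3 lists 49. The medians and percentiles of the carotenoid list therefore lack 2 unigenes of the paper's count, and what these would change was not tested.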

Other observations

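The tests on the listed PORA unigenes, on low FPKM, on stage-only expression and on values at 0, and the scaling per stage and per unigene of the heat maps, were chosen only after the results were seen.

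The colours of the heat maps were set beside the FPKM values. In Fig. 6c, log2 FPKM centred and scaled to unit length for each unigene followed the colours with a Pearson correlation of 0.9999 over the 54 of 66 cells below full colour. In Fig. 4c the same values gave 0.8598. When each stage was then centred and scaled over the unigenes of the map, the correlation was 0.9999 in Fig. 4c, over 42 of 66 cells, and 0.9999 in Fig. 5c, over 99 of 102 cells. This step per stage lowered it to 0.8463 in Fig. 6c, which argues against one procedure for all 3 maps. The order of steps was found by trying many orders of centring and scaling per unigene and per stage against the colours, so a close match was sought and is not independent evidence. An earlier prediction, set out before its result was seen, was that the removal of the stage means alone would bring the values closer to the colours in both Fig. 5c and Fig. 6c. It was split by map after the result and failed for Fig. 6c. The removal raised the correlation by 0.0149 in Fig. 5c and lowered it in Fig. 6c, with a difference of -0.115. A candidate explanation is that the colours of Figs. 4c and 5c show each scaled unigene relative to the mean of the scaled unigenes of the map in that stage. With cells of nearly equal colour counted as a match, the scaled values had the lowest and the highest stage of the colours for all 22 unigenes of Fig. 4c and all 34 of Fig. 5c, against 16 and 18 of the 22, and 30 and 33 of the 34, with scaling per unigene alone. The GGPS unigene10069 is highest in W in the scaled values and in G in FPKM, and unigene2557 is highest in YG in the scaled values and in W in FPKM. For these GGPS unigenes the paper's text names the stage of the scaled values. Other unigenes go the other way, with the paper's text naming the stage of the FPKM. The DXS unigene16957 is highest in YG in the scaled values and in W in FPKM. The CLH unigene11687 is highest in W in the scaled values and in G in FPKM. The CHLG unigene4795 is highest in YG in both. No biological explanation was tested for these patterns.

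Unigenes with a value in only 1 stage lay in separate ranges of unigene numbers. If unigenes had been assembled from the reads of 1 stage and numbered together, unigenes in a range with values in all 3 stages would also be highest in that range's stage more often. This test was set out before its result was seen. Such unigenes were highest in G in 48.5% of cases inside the G range against 33.9% outside the ranges, highest in W in 52.5% against 28.9%, and highest in YG in 55.2% against 37.2%, the smallest difference being 14.6 percentage points. Assembly by stage may thus explain the ranges. The share of stage-only unigenes was at least 21.8 times higher inside the ranges, but the ranges were drawn from this share, so the ratio decides nothing, and expression in 1 stage stays open. The CLH unigene131928, with the largest rise of the named pathway unigenes, lies in the G range.

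W had the most unigenes with a value above 0. Outside the ranges it still had 3096 more than YG, with 123050 in W, 119954 in YG and 117813 in G, so the ranges were not the whole cause. A difference in depth was not tested, since the depth of the stage values is unknown. By the paper's Table 1 the YG stage had the most raw reads in total.

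From W to G more unigenes were at least 2-fold lower than higher. Outside the ranges the difference between lower and higher was -15, and with an FPKM of at least 5 in at least 1 stage it was -527. Both the unigenes of the ranges and those with low FPKM may contribute to the excess of lower unigenes. The excess lay among the unigenes listed at 0 in W or in G, of which 6367 were lower and 4111 higher. The ranges were drawn from the same values, so the first recount was partly fixed by how they were drawn, and the W range holds more unigenes than the G range, 17500 against 15000.

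Most PORA unigenes fell while the CHLH unigene rose from YG to G, a contrast that the paper does not discuss. The median log2 change of the 7 PORA unigenes with an FPKM of at least 1 was -2.07, with unigene8789 level at -0.01. Unigene131037, at -1.49, is also listed for PORB. Reads moved between the listed PORA unigenes are argued against as the cause, since the log2 ratio of their summed FPKM in G over YG was -2.00. A few unigenes taking most of the total of a stage would move all others alike. This is also argued against, since the median log2 change of the 1000 unigenes nearest in mean expression to each of the 7 was at least 0.0316. A change with leaf development or light between the collections stays open and was not tested. Reads shared with PORA transcripts outside the list were not examined.

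Some unigenes were listed at 0 in YG although both other stages had high values. An FPKM of at least 100 in both W and G was found for 3 such unigenes, unigene21, unigene93466 and unigene148931, named after their values were seen, and for 0 unigenes at 0 in W or in G. With a minimum of 10 the numbers were 8 at 0 in YG, 0 in W and 3 in G, so such values were not limited to YG. A failed estimate in YG and absence of the transcript cannot be told apart, because no read counts were analysed here. Unigene93466 rose further from 219 in W to 583 in G, and unigene148931 from 123 to 1388.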
